# Mitochondrial metabolism and epigenetic crosstalk drive the SASP

**DOI:** 10.21203/rs.3.rs-5278203/v1

**Published:** 2024-12-05

**Authors:** Helene Martini, Jodie Birch, Francisco Marques, Stella Victorelli, Anthony Lagnado, Nicholas Pirius, Ana Franco, Gung Lee, Yeaeun Han, Jennifer Rowsey, Alexandre Gaspar-Maia, Aaron Havas, Rabi Murad, Xue Lei, Rebecca Porritt, Oliver Maddocks, Diana Jurk, Sundeep Khosla, Peter Adams, Joao Passos

## Abstract

Senescent cells drive tissue dysfunction through the senescence-associated secretory phenotype (SASP). We uncovered a central role for mitochondria in the epigenetic regulation of the SASP, where mitochondrial-derived metabolites, specifically citrate and acetyl-CoA, fuel histone acetylation at SASP gene loci, promoting their expression. We identified the mitochondrial citrate carrier (SLC25A1) and ATP-citrate lyase (ACLY) as critical for this process. Inhibiting these pathways selectively suppresses SASP without affecting cell cycle arrest, highlighting their potential as therapeutic targets for age-related inflammation. Notably, SLC25A1 inhibition reduces systemic inflammation and extends healthspan in aged mice, establishing mitochondrial metabolism as pivotal to the epigenetic control of aging.

## Introduction

Cellular senescence is a key response to various cellular stresses, characterized by a permanent cell-cycle arrest and the secretion of a pro-inflammatory cocktail of factors known as the Senescence-Associated Secretory Phenotype (SASP). Senescence serves important roles in embryonic development^1,2^, tumor suppression^3^ and tissue repair^4,5^. However, the prolonged activation of the SASP can lead to chronic inflammation, driving tissue degeneration, aging, and diseases, including cancer. This dual nature makes the SASP a focal point for understanding both the protective and detrimental effects of senescence.

Mitochondria, central to cellular metabolism, undergo significant changes during senescence^6,7^. These include altered morphology, impaired dynamics, and metabolic reprogramming, particularly involving the tricarboxylic acid (TCA) cycle^8^. Elevated levels of TCA cycle intermediates, such as acetyl-CoA, fumarate, and succinate, accumulate in senescent cells.^8^ These metabolites not only fuel biosynthetic and energy-producing pathways but also influence cellular signaling and epigenetic regulation. For instance, succinate and fumarate are recognized as oncometabolites due to their roles in promoting tumorigenesis^9^, and acetyl-CoA is crucial for histone acetylation, a key epigenetic modification that governs gene expression^10^.

Despite the well-established role of mitochondria in energy production and redox control, their broader contribution to regulating the SASP through epigenetic modifications remains underexplored. Our group has shown that mitochondria are central to SASP regulation^11^, suggesting that mitochondrial metabolites may serve as key regulators of epigenetic changes that drive SASP gene expression. Specifically, we hypothesize that mitochondrial-derived metabolites, such as citrate and acetyl-CoA, mediate epigenetic modifications that promote SASP components.

In this study, we sought to elucidate the mechanisms by which mitochondrial metabolic remodeling contributes to the regulation of the SASP through epigenetic pathways. Our results demonstrate that mitochondrial function is critical for H3K27 acetylation at SASP gene loci. Specifically, we identified that the inhibition of pathways responsible for mitochondrial citrate production, its export, and its subsequent conversion to acetyl-CoA in the cytoplasm/nucleus are central to the regulation of the SASP. Importantly, we found that inhibition of this process in vivo decreases inflammatory markers and improves healthspan in aged mice.

## Results

### Mitochondria influence histone acetylation at SASP genes.

Mitochondria, through their metabolic activities, produce and regulate various metabolites that influence multiple cellular functions, including the epigenome. Notably, acetyl-CoA acts as the exclusive donor for protein acetylation, such as histone acetylation^12,13^. This process is linked to enhanced gene expression by loosening chromatin structure, which increases accessibility for transcription machinery.

To investigate the role of mitochondria in regulating histone acetylation during senescence, we employed a system we previously developed to generate cells lacking mitochondria. Human fibroblasts were stably transduced with Parkin and treated with CCCP, inducing widespread mitophagy and creating cells completely depleted of mitochondria (Fig. 1a). In this model, we analyzed a list of 53 senescence-associated secretory phenotype (SASP) genes, identified by RNA sequencing, that were significantly upregulated in senescent cells and downregulated following mitochondrial clearance (Extended data Fig.1a). To explore the chromatin landscape of these genes, we examined nine published chromatin immunoprecipitation sequencing (ChIP-seq) datasets from various senescence models, including senescence induced by radiation (Sen (IR)), etoposide (Sen (Etop)), oncogene (Sen (OIS) and replicative exhaustion (Sen (RS)). Across these datasets, we found that many of the SASP genes showed enrichment for different acetylated histone marks including H3K18ac, H4K5ac, H3122ac, H3K16ac, H3K23ac and H3K27ac^14–17^. However, the composition of acetylated SASP genes varied according to the inducing stimuli and/or histone mark (Extended Data Fig. 1b-l).

Next, we generated senescent human fibroblasts either with or without mitochondria and performed ChIP-seq using an antibody specific to acetylated histone H3 lysine 27 (H3K27ac). We confirmed that mitochondrial proteins were absent in mitochondria-depleted senescent cells (Fig. 1b). Analysis of SASP genes revealed a global enrichment of H3K27ac in senescent cells, which diminished following mitochondrial clearance (Fig. 1c). Representative examples of two SASP components, *IL6* and *CCL2,* along with corresponding mRNA expression levels, are shown in Fig. 1d–e.

This proof-of-concept experiment led us to hypothesize that mitochondria serve as a primary contributor to histone acetylation at SASP genes, thereby regulating their expression.

### Acetate induces histone acetylation and SASP.

While cells are impermeable to acetyl-CoA, exogenous acetate can be converted into acetyl-CoA by acetate-dependent acetyl-CoA synthetase 2 (ACSS2). To further investigate the role of acetyl-CoA in histone acetylation at SASP genes, we supplemented human fibroblasts with acetate (Extended Data Fig. 2a). Acetate supplementation resulted in increased global nuclear acetylation, as shown by enhanced pan-acetyl-L-lysine staining in the nuclei (Extended Data Fig. 2b) and elevated H3K27ac levels relative to total H3 (Extended Data Fig. 2c-d). Supporting our hypothesis that SASP gene expression can be driven by intracellular acetyl-CoA levels, acetate supplementation led to increased expression of SASP factors, including *IL6, IL8, IL1-β*, and *CCL2* (Extended Data Fig. 2e), but not cyclin-dependent kinase inhibitors p16 and p21 (Extended Data Fig.2f).

We next tested whether acetate supplementation could restore SASP expression in senescent cells lacking mitochondria, generated as before by Parkin-mediated mitophagy (Fig.1f). Our results showed that acetate supplementation increased nuclear pan-acetyl-lysine levels (Fig.1g and h) and partially restored the expression of several SASP components in senescent cells lacking mitochondria (Fig. 1i). These findings suggest that mitochondrial-dependent histone acetylation is a key limiting factor in regulating SASP gene expression.

### Upregulation of Mitochondrial pyruvate carrier (MPC) in senescence modulate the SASP.

Having observed that acetate can alter expression of SASP genes in cells devoid of mitochondria, we sought to examine the role of key mitochondrial metabolic regulators in senescent cells. We first examined the mitochondrial pyruvate carrier (MPC), an obligate hetero-oligomeric complex composed of transmembrane proteins MPC1 and MPC2. The MPC complex imports pyruvate from the cytosol into the mitochondria, serving as a canonical link between glycolysis-derived cytosolic pyruvate and the tricarboxylic acid (TCA) cycle (Fig.2a). We observed that MPC1 protein is upregulated in different types of senescence, including irradiation-induced senescence, doxorubicin-induced senescence, and replicative senescence (Fig. 2b). We also observed significant increases in *MPC1* and 2 in senescent cells at the mRNA level (Fig. 2c).

To further explore the role of MPC in senescence, we pharmacologically inhibited this transporter using small molecule UK5099. Consistent with reduced mitochondrial pyruvate import, UK5099 resulted in a significant decrease in levels of tricarboxylic acid cycle (TCA) metabolites in senescent cells along with increased lactate levels, consistent with a switch towards glycolysis (Fig. 2d).

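RNA was sequenced from MRC5 human embryonic lung fibroblasts in 3 libraries per group: proliferating cells (Prol), cells made senescent with 20 Gy of X-rays (Sen(IR)), and irradiated cells kept in 100 μM UK5099 (Sen(IR)+UK5099). The methods give collection at 10 to 12 days after irradiation, with the inhibitor added on day 1. The authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with STAR and counted unique exon reads per gene with featureCounts. Their table holds raw counts for 57500 genes. Total counts per library ran from 24289488 to 28245693 (median 24339611) in Prol, from 20597736 to 22693608 (median 21437096) in Sen(IR), and from 22986814 to 25848472 (median 24494685) in Sen(IR)+UK5099. The paper states a depth of around 30 × 10⁶ read pairs per sample, whereas the values given here use the counted totals, with a median of 23.7 × 10⁶ over the 12 libraries of the study. All 12 libraries, in 4 groups of 3, were fitted together with edgeR's quasi-likelihood test after TMM normalization, with no term for replicate number. A filter on low counts left 16251 genes, which hold 99.9% of the counts. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 0.5, whereas the paper applied its 0.05 limit to the unadjusted p of DESeq2's Wald test. Levels are mean ± SD (n = 3) in CPM (counts per 10⁶ counts of the TMM-scaled library), where the counting floor of 3 counts equals 0.141 CPM in Sen(IR). Whether the libraries were stranded is not stated, so a gene whose exons overlap another gene's can hold reads of both.

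Between Sen(IR) and Prol, 7677 genes changed (4033 higher and 3644 lower in Sen(IR)). UK5099 changed 3386 genes in senescent cells, 1423 of them higher and 1963 lower. The libraries of the 2 groups did not overlap for 7509 and 3322 of these genes, and for 70.9% and 56.6% of all genes tested, where chance gives 10%. Of the alternatives tried, requiring an absolute log2 fold change over 1 moved these counts most, to 4030 and 1511 genes.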

To comprehensively analyze global gene expression changes induced by MPC inhibition in senescent cells, we performed RNA sequencing. The results revealed that a large set of SASP factors were significantly downregulated following MPC inhibition (Fig. 2e). Similarly, cytokine array revealed that several secreted SASP proteins were downregulated upon MPC inhibition (Fig. 2f). However, there were no differences in the expression of genes associated with proliferation (Fig. 2g). 

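Labels in Fig. 2e could be read clearly for 32 genes, and all 32 had negative log2 fold changes in Sen(IR)+UK5099 against Sen(IR), with no overlap between the libraries of the 2 groups (10% expected by chance). The edgeR test called 29 of them lower and none higher. When p was adjusted over the list alone, 30 were called lower. The median log2 fold change was −4.08, or −3.73 with the 6 genes that had at most 3 counts in each UK5099 library set to their bound. As a set, the list had an unadjusted p of 7.90e-106 with camera, 1.01e-11 with fry and 9.97e-07 with camera's estimated correlation. The panel shows these genes as lower with UK5099 in these samples, so the signs, the overlap, the list-alone count and the set values are not independent evidence. In Sen(IR) against Prol, all 32 genes were positive and 29 were called higher, with a median of 4.20 (2.58 with genes at the floor set to their bound). Taking every label of the panel at its best reading moved the count most, to 38 genes lower of 45.

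IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002, with 9.91% of its exon bases shared with STEAP1B and IL6-AS1) went from 2.73 ± 0.804 CPM in Prol to 113 ± 8.32 CPM in Sen(IR) and 1.17 ± 0.383 CPM with UK5099, a log2 fold change of −6.61 against Sen(IR) (SE 0.148, edgeR adjusted p 1.31e-19). CXCL8 (ENSG00000169429, chromosome 4, 73740519 to 73743716) was at 539 ± 13.0 CPM in Sen(IR) and 1.85 ± 0.393 CPM with UK5099 (log2 fold change −8.19, SE 0.193, edgeR adjusted p 3.08e-19). CCL2 (ENSG00000108691, chromosome 17, 34255274 to 34257208) fell from 223 ± 8.30 to 2.83 ± 0.227 CPM (−6.29, SE 0.0863, edgeR adjusted p 2.75e-23). IL1B (ENSG00000125538, chromosome 2, 112829751 to 112836816), at 13.7 ± 0.971 CPM in Sen(IR), had at most 3 counts in every UK5099 library and so was at least 117-fold lower. CXCL6 (ENSG00000124875, chromosome 4, 73836640 to 73849064), whose exons share 4.61% of their bases with PPBPP1, was at least 339-fold lower by the same bound. The fold change furthest from 0 among genes above the floor was that of CXCL1 (ENSG00000163739, chromosome 4, 73869393 to 73871308), which resembles other CXCL genes in sequence: −10.27 (SE 0.158, edgeR adjusted p 1.60e-22). Not called were MMP14 (−0.23) and TNFAIP1 (−0.24), whose changes were under the fold-change limit, and CXCL14, at −1.24 with an edgeR adjusted p of 0.0526. CXCL14 passed the limits without Sen(IR)+UK5099 replicate 1 (−1.63, edgeR adjusted p 0.0355) or without Sen(IR) replicate 2 (−1.47, 0.0387), and its adjusted p reached 0.227 in the other fits.

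**Figure D1:**
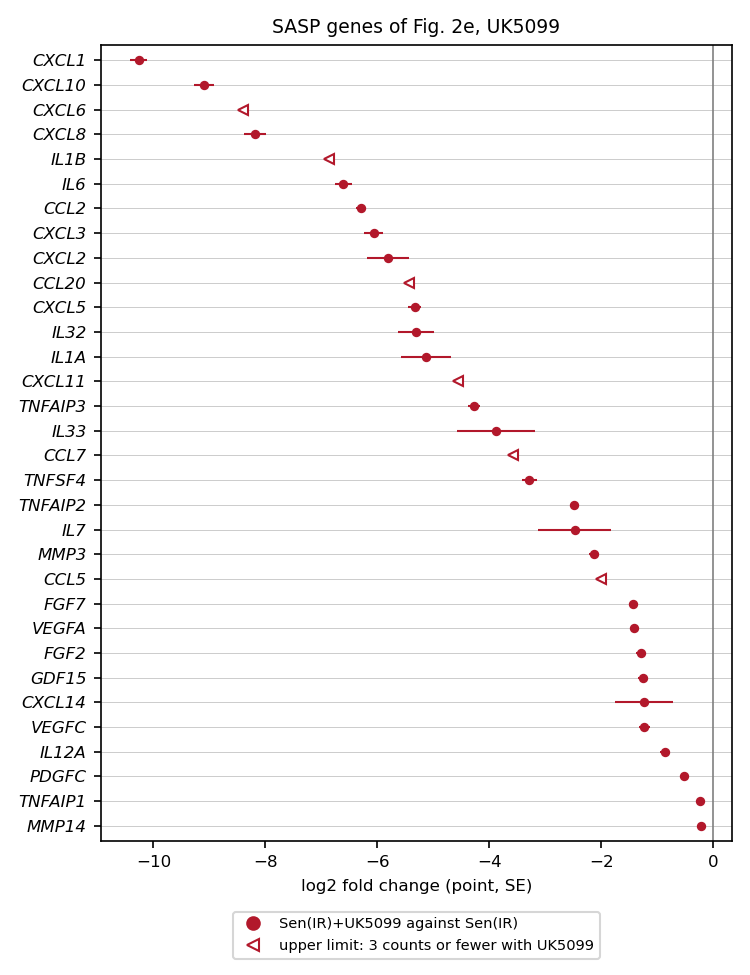
Log2 fold change of the 32 SASP genes read from Fig. 2e in Sen(IR)+UK5099 against Sen(IR), 3 libraries per group; points are edgeR estimates with SE bars, and open triangles are upper limits for the 6 genes with at most 3 counts in every UK5099 library. All 32 lie below 0, from −10.27 for CXCL1 to −0.23 for MMP14.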

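Fig. 2g gave 36 clearly legible cell-cycle genes, of which the edgeR test called 13 lower and 0 higher in Sen(IR)+UK5099 against Sen(IR). In either direction and without the fold-change limit, 24 had an unadjusted p under 0.05. Adjusted over the list alone, 13 were called. The list's median log2 fold change was −0.27, with 23 genes negative and 13 positive, and for 25 genes the 2 groups of libraries did not overlap. As a set, its unadjusted p was 0.00483 with camera and 2.71e-05 with fry, but 0.185 with an estimated correlation between genes. The paper does not state how the list was chosen and shows it on these samples. The list-alone count and the set values therefore cannot be taken as independent evidence. Leaving out any 1 library gave 12 or 13 called genes, and the largest moves came from a limit of 1 on the absolute log2 fold change, with 9 genes, and from taking every label of the panel at its best reading, with 17 of 48.

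CDK1 (ENSG00000170312, chromosome 10, 60778331 to 60794852) fell from 8.34 ± 1.11 CPM in Sen(IR) to 1.31 ± 0.234 CPM with UK5099 (log2 fold change −2.68, SE 0.200, edgeR adjusted p 2.45e-10), below its 155 ± 18.3 CPM in Prol. E2F2 (ENSG00000007968, chromosome 1, 23506438 to 23531233) changed by −2.05 (SE 0.471, edgeR adjusted p 0.00115) at levels of 0.498 ± 0.0762 and 0.118 ± 0.0444 CPM. E2F8 (ENSG00000129173, chromosome 11, 19224063 to 19241620) had at most 3 counts in each UK5099 library and was at least 2.93-fold lower. For CCNA2 (ENSG00000145386, chromosome 4, 121816444 to 121823883, 9.24% of exon bases shared with EXOSC9), the levels were 201 ± 16.5 CPM in Prol, 12.4 ± 1.56 CPM in Sen(IR) and 7.31 ± 0.239 CPM with UK5099 (−0.76, SE 0.109, edgeR adjusted p 6.14e-06). The other 9 genes called lower changed by −1.91 to −0.52. Outside the panel, MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126423) was at 235 ± 32.3 CPM in Prol, 11.0 ± 1.65 CPM in Sen(IR) and 0.950 ± 0.377 CPM with UK5099 (−3.54, SE 0.206, edgeR adjusted p 3.38e-12). Among 25 proliferation genes, a set that shares CDK1, CCNA2 and others with the panel and includes MKI67, UK5099 lowered 20 and raised 0, with a median of −1.37, past camera (adjusted p 3.49e-21), fry (2.59e-07) and the estimated correlation (0.0151). All 25 were already lower in Sen(IR) than in Prol, with a median of −3.58.

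**Figure D2:**
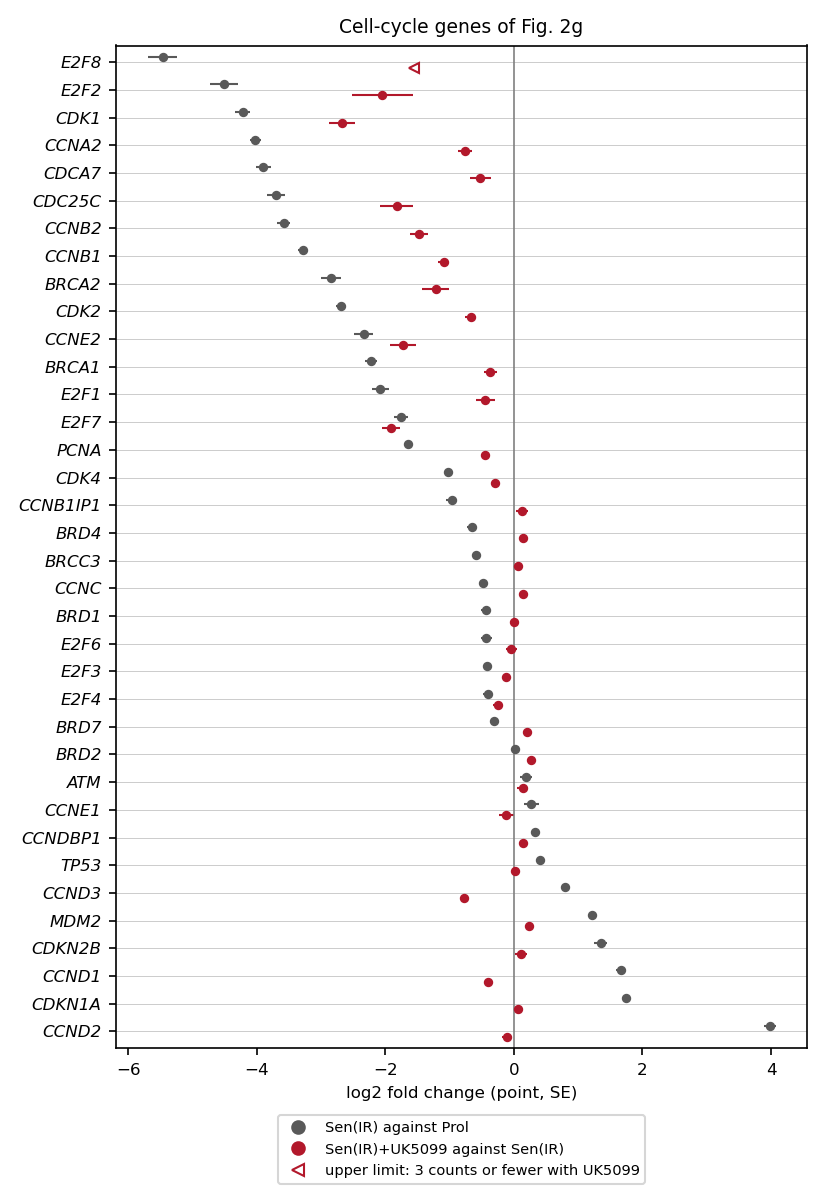
Log2 fold changes of the 36 cell-cycle genes read from Fig. 2g, 3 libraries per group; grey points compare Sen(IR) with Prol and red points Sen(IR)+UK5099 with Sen(IR), with SE bars, and the open triangle is the upper limit for E2F8. Of the red values, 23 lie below 0 and 13 above, from −2.68 for CDK1 among the genes above the floor.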

Consistently, we observed no changes in protein expression of p16, p21, cyclin A (Fig. 2h), no changes in EdU incorporation or number of DNA damage foci (Extended data Fig.3a-f). Similar results were observed in irradiation, doxorubicin-induced and replicative senescence (Extended data Fig.3e-j). Furthermore, to confirm these data, we utilized CRISPR/Cas9 gene editing to generate human fibroblasts deficient in MPC1. We found that deletion of MPC1 resulted in a reduction in the mRNA expression of SASP factors *IL8* and *IL6* during senescence (Extended Data Fig.3k and l). These findings demonstrate that inhibiting MPC selectively attenuates the SASP while preserving the cell cycle arrest characteristic of senescent cells.

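In the RNA-seq libraries, CDKN1A, which encodes p21 (ENSG00000124762, chromosome 6, 36676460 to 36687337, 4.87% of exon bases shared with DINOL), rose from 315 ± 24.6 CPM in Prol to 1055 ± 16.2 CPM in Sen(IR) and stood at 1098 ± 35.0 CPM with UK5099, a difference within the replicate spread (log2 fold change 0.06, SE 0.0522, edgeR adjusted p 0.395). CDKN2B (ENSG00000147883, chromosome 9, 22002903 to 22009305) was at 38 ± 3.89 CPM in Sen(IR) and 41.1 ± 3.13 CPM with the inhibitor (0.11, SE 0.0896, edgeR adjusted p 0.319). CDKN2A, the locus of p16 and ARF (ENSG00000147889, chromosome 9, 21967752 to 21995301, 15.26% of exon bases shared with CDKN2B-AS1), had 7.52 ± 0.753 CPM in Prol, 4.07 ± 0.974 CPM in Sen(IR) and 4.25 ± 0.0969 CPM with UK5099. The CDKN2A log2 fold change, Sen(IR)+UK5099 against Sen(IR), was 0.07 (SE 0.178, edgeR adjusted p 0.791). Its sign turned without Sen(IR) replicate 1 (−0.0318) or replicate 2 (−0.0283), so no direction was detectable within the replicate spread. Of the 4033 genes higher in Sen(IR) than in Prol, UK5099 lowered 754 and raised 535, and of the 3644 lower in Sen(IR), it raised 225 and lowered 596 further.

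Among 22 gene sets, 16 passed camera at an adjusted p under 0.05 with UK5099, 13 of them lowered and 3 raised, while 19 passed with fry and 11 with an estimated correlation. Splits that mixed the libraries of the 2 groups gave up to 15 sets past camera (median 12). Each mixed split still holds part of the real difference, but the count past camera says little by itself. The chemokine ligands had 14 of 17 tested genes lower (median −6.07), the interleukins 12 of 14 (−2.41), the TNF superfamily ligands 6 of 9 (−2.72) and the NF-kB feedback genes 13 of 15 (−1.44), and no member of these 4 sets was called higher. These directions were the same under each of the 3 scalings of the libraries, and these 4 sets passed all 3 set tests. The paper sets reduced SASP transcripts and secreted proteins beside unaltered proliferation genes, p16, p21, cyclin A, EdU incorporation and DNA damage foci. It adds lower SASP transcripts after MPC1 deletion, and concludes that blocking the carrier weakens the SASP selectively and leaves the arrest in place.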

### Upregulation of Mitochondrial Citrate Carrier (SLC25A1) in senescence modulate the SASP.

Acetyl-CoA produced by mitochondria during the TCA cycle is not able to permeate or otherwise cross the mitochondrial membranes, so it is transported as citrate through the mitochondrial tricarboxylate transporter (Citrate/Isocitrate Carrier) (SLC25A1)^18^. Upon analyzing cells induced into senescence through irradiation, doxorubicin treatment, and replicative exhaustion, we observed a significant increase in SLC25A1 expression at both mRNA and protein levels (Fig. 3b & c). To further investigate the role of SLC25A1 in senescence, we generated SLC25A1 CRISPR-Cas9 knockout cells (Fig. 3d). The absence of SLC25A1 did not affect cell cycle arrest in senescent cells, as indicated by no change in expression of cyclin-dependent kinase inhibitors p21, p16 and p15 (Fig. 3e–g). However, we observed a significant reduction in mRNA levels of several common SASP factors in SLC25A1 knockout senescent cells (Fig. 3h–n).

Following these observations, we tested the impact of small molecule CTPI2, a third generation SLC25A1 inhibitor with high binding activity and specificity^19^. Treatment of senescent cells with CTPI2, resulted in a dose-dependent reduction of SASP components at the mRNA level (Fig.4b–e) but no change in the expression of p21 and p16 at both the mRNA and protein level (Fig.4f–h), cyclin A protein levels (Fig.4h). Similarly, we observed decreases in secretion of common SASP factors by cytokine array (Extended data Fig.4a). To further understand how CTPI2 impacts on gene expression in senescent cells, we performed RNA sequencing. 

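CTPI2 was studied in a further 3 libraries of irradiated MRC5 cells (Sen(IR)+CTPI2), set against the same 3 Sen(IR) libraries as UK5099 and taken from the same table and fit. The methods list CTPI2 at 15 or 30 μM, and the text does not say which of these doses was sequenced. Total counts ran from 22625528 to 24246769 per library (median 23055094).

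The edgeR test called 27 genes, 24 lower and 3 higher with CTPI2, out of 1182 with an unadjusted p under 0.05. All 27 had no overlap between the 2 groups, as had 15.1% of all genes tested against 10% by chance. With the paper's limit on the unadjusted p, edgeR gave 296 genes, the largest move of this count, and DESeq2 gave 230. The count was 15 without Sen(IR)+CTPI2 replicate 2 and 16 without Sen(IR) replicate 3, and it lay between 18 and 21 when any other library was left out. All 24 genes lowered by CTPI2 were lowered by UK5099 too. The 3 raised genes were SLC2A12 (ENSG00000146411, chromosome 6, 133987581 to 134052624, 51.18% of exon bases shared with TBPL1; log2 fold change 0.61, SE 0.0824, edgeR adjusted p 2.22e-04), AKR1C1 (ENSG00000187134, chromosome 10, 4963253 to 4983283, with near-identical AKR1C copies; 0.52, SE 0.0654, edgeR adjusted p 9.89e-05) and the read-through gene TMEM110-MUSTN1 (ENSG00000248592). TMEM110-MUSTN1, named after the values were seen, was at the floor in Sen(IR) and at least 4.57-fold higher with CTPI2 (edgeR adjusted p 0.0422). Compared directly, UK5099 and CTPI2 libraries differed in 3236 genes, 1332 higher and 1904 lower with UK5099.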

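CXCL6, CXCL3, CXCL1, CXCL8, CCL20, CXCL5, IL1B, IL6 and CXCL10 were called lower with CTPI2, out of 19 SASP genes with clearly legible labels in Fig. 4j. All 19 had negative log2 fold changes (median −0.70), 17 had an unadjusted p under 0.05, and for 18 the libraries of the 2 groups did not overlap, where chance gives 10%. Adjusted over the list alone, 11 were called lower. As a set they had an unadjusted p of 4.89e-106 with camera, 1.66e-06 with fry and 1.57e-06 with an estimated correlation. The panel shows genes picked as lower with CTPI2 in these samples, so the signs, the overlap, the list-alone count and the set values are not independent evidence. A limit of 1 on the absolute log2 fold change moved the count most, from 9 to 6.

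IL6 went from its Sen(IR) level to 61.4 ± 5.93 CPM with CTPI2 (log2 fold change −0.89, SE 0.0911, edgeR adjusted p 6.01e-06), and CXCL8 to 255 ± 59.1 CPM (−1.08, SE 0.119, edgeR adjusted p 1.47e-05). CXCL1, with close CXCL relatives, was at 295 ± 4.89 CPM in Sen(IR) and 138 ± 14.6 CPM with CTPI2 (−1.09, SE 0.0758, edgeR adjusted p 2.81e-08). IL1B was at 6.93 ± 1.39 CPM (−0.98, SE 0.140, edgeR adjusted p 4.25e-04). CCL2, at 166 ± 9.55 CPM, changed by −0.42 (SE 0.0576, edgeR adjusted p 3.00e-04), beyond the replicate spread but under the fold-change limit. IL1A (ENSG00000115008, chromosome 2, 112773925 to 112784493) was at 3.81 ± 0.884 and 2.47 ± 0.755 CPM, a difference that did not hold up (−0.63, SE 0.273, edgeR adjusted p 0.611). The call of CCL20 (ENSG00000115009, chromosome 2, 227805739 to 227817564; −1.08, SE 0.210, edgeR adjusted p 0.0239) was lost in 5 of the 6 fits that each left out a library, with adjusted p from 0.116 to 0.187, and kept only without Sen(IR)+CTPI2 replicate 3 (0.00217). Tested directly, UK5099 libraries had less IL6 (−5.72, SE 0.152, edgeR adjusted p 4.02e-18) and less CXCL8 (−7.11, SE 0.192, edgeR adjusted p 5.58e-18) than CTPI2 libraries, with 18 of the 19 genes called lower.

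The paper's gene ontology analysis was not repeated, since no ontology database was used here. Of the 22 gene sets, 12 passed camera with CTPI2 (10 lowered, 2 raised), and 5 of them held with fry and with an estimated correlation: chemokine ligands (7 of 17 genes lower, median −0.70), interleukins (3 of 14, −0.28), TNF superfamily ligands (2 of 9, −0.15, and −0.40 without Sen(IR)+CTPI2 replicate 3), NF-kB feedback genes (13 of 15 negative with 0 called and 9 at an unadjusted p under 0.05, −0.23) and the raised NRF2 targets (16 of 17 positive, 0.19). Splits that mixed the libraries of the 2 groups gave up to 8 sets past camera (median 5).

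**Figure D3:**
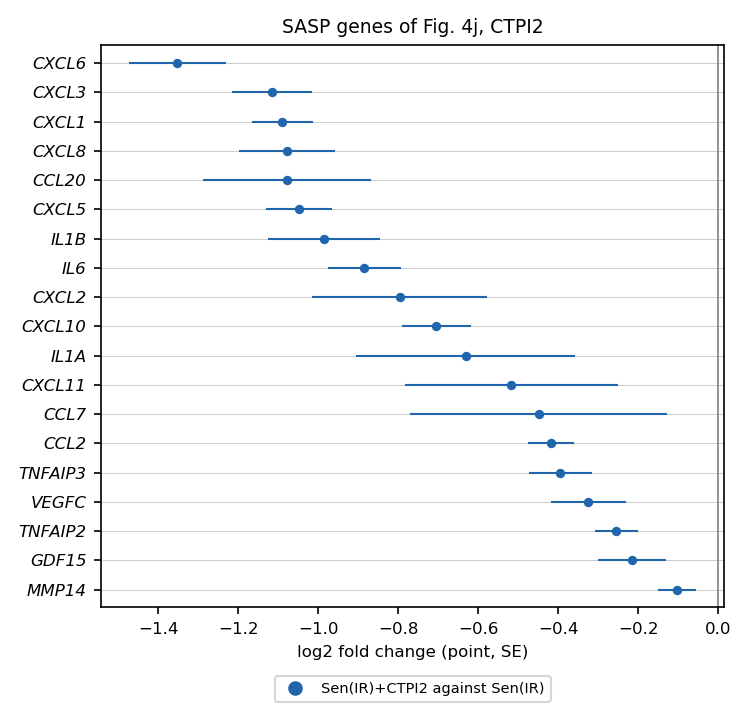
Log2 fold change of the 19 SASP genes read from Fig. 4j in Sen(IR)+CTPI2 against Sen(IR), 3 libraries per group, as edgeR estimates with SE bars. All 19 lie below 0, from −1.35 for CXCL6 to −0.10 for MMP14.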

Gene ontology analysis revealed that CTPI2 treatment in senescent cells primarily downregulated pathways associated with inflammatory processes (Fig.4i) and common SASP genes were also downregulated in senescent cells treated with CTPI2 (Fig.4j). Notably, no changes were observed in the expression of genes associated with the cycle-cycle that are typically modulated in senescent cells (Fig. 4k). Similarly, other features of senescence such as loss of nuclear HMGB1, DNA damage foci (gH2A.X) and % of Ki67 cells were also unaffected by CTPI2 treatment (Extended Data Fig.4b and c). 

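Labels in Fig. 4k were less legible, so the 36 cell-cycle genes read from Fig. 2g were used. With CTPI2, 0 of the 36 were called, also when adjusted over the list alone, and 4 had an unadjusted p under 0.05. Those 4, named after the values were seen, were CCNC (log2 fold change 0.14), CCNE2 (−0.39), CCNB2 (0.26) and BRD1 (−0.19). The median log2 fold change was 0.000436, and for 7 genes the libraries of the 2 groups did not overlap (10% by chance). The set's unadjusted p was 0.875 with camera, 0.868 with fry and 0.938 with an estimated correlation. Every alternative test, scaling and filter tried, and each fit that left out a library, also gave 0 called genes. CCNA2 was at 12.8 ± 1.55 CPM with CTPI2 (log2 fold change 0.04, SE 0.102, edgeR adjusted p 0.972) and MKI67 at 12.5 ± 1.35 CPM (0.18, SE 0.131, edgeR adjusted p 0.858), both within the spread of the Sen(IR) libraries. For low genes a change of this size was not detectable: E2F8 had an SE of 0.394 on the log2 scale. The 25 proliferation genes gave 0 calls, 4 at an unadjusted p under 0.05 and a median of −0.03. In the direct comparison of the inhibitors, 14 of the 36 genes were called lower with UK5099 than with CTPI2 and 0 higher.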

Consistent with our hypothesis that inhibition of SLC25A1 regulates the SASP via histone acetylation, we found that CTPI2 decreased pan-acetyl-L-lysine staining in the nuclei (Fig.4l and m) and decreased H3K27ac levels relative to total H3 (Fig.4n). ChIP-seq analysis with an H3K27ac-specific antibody revealed that CTPI2-treated senescent cells exhibit reduced histone acetylation at SASP gene loci identified as downregulated in RNA sequencing (Fig.4o). Representative examples of two SASP components, *IL6* and *CCL2*, are shown in Fig.4p.

The effect of CTPI2 on SASP was also observed when senescence was induced by the chemotherapy drug doxorubicin (Extended Data Fig.5a). To determine if CTPI2 retains its SASP-inhibiting properties after the onset of senescence, we treated cells either immediately after irradiation (day 2) or when the SASP is already induced (day 8). CTPI2 consistently reduced SASP mRNA expression at both time points, without affecting p16 or p21 expression (Extended Data Fig.5b). Similarly, treatment of replicatively senescent cells with CTPI2 significantly decreased expression of SASP factors without affecting p21 or p21 expression (Extended Data Fig.5c). 

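Among the RNA-seq libraries, CDKN1A was at 1089 ± 29.7 CPM with CTPI2 (log2 fold change 0.04 against Sen(IR), SE 0.0522, edgeR adjusted p 0.930) and CDKN2B at 34.9 ± 4.50 CPM (−0.12, SE 0.0909, edgeR adjusted p 0.861). CDKN2A, whose exons overlap CDKN2B-AS1, was at 3.99 ± 0.946 CPM (−0.02, SE 0.181, edgeR adjusted p 0.993). Its sign turned without Sen(IR)+CTPI2 replicate 1 (0.0832), without Sen(IR)+CTPI2 replicate 3 (0.0634) and without Sen(IR) replicate 3 (0.187), so only a change far larger than its SE could have been seen. The 3 differences lay within the spread between replicates. SLC25A1 itself (ENSG00000100075, chromosome 22, 19175581 to 19178739) was at 95.3 ± 5.04 CPM in Sen(IR) and 97.8 ± 2.22 CPM with its inhibitor (0.04, SE 0.0575, edgeR adjusted p 0.951). From lower SASP transcripts and secretion beside levels of p16, p21 and cyclin A that stayed as they were, the paper proposes that the carrier acts on the SASP apart from the arrest. It also draws on SLC25A1 knockout cells, with lower SASP transcripts and unaltered p21, p16 and p15. Further evidence in the paper is unaltered HMGB1 loss, DNA damage foci and Ki67, and tests in doxorubicin-induced and replicative senescence and with later treatment.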

Altogether, these data suggest that SLC25A1 regulates the SASP without affecting the senescence-associated cell-cycle arrest.

Given the key role of SLC25A1 in mitochondrial metabolism, we tested whether CTPI2 impacts on mitochondrial function. 

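Transcripts of the respiratory chain and ATP synthase were covered by 80 tested nuclear genes and the 13 mitochondrial ones, chosen by symbol because the list of Extended Data Fig. 6a was not used here. The edgeR test called 0 of the 80 nuclear genes changed with CTPI2, also when adjusted over the list alone, and 3 had an unadjusted p under 0.05. These 3, named after the values were seen, were NDUFB4 (log2 fold change 0.15), SDHA (0.12) and NDUFA4L2 (−1.18, SE 0.439, edgeR adjusted p 0.482, 0.713 ± 0.175 CPM in Sen(IR) and 0.316 ± 0.0978 CPM with CTPI2). With the paper's limit on the unadjusted p, which moved this count most, 1 gene was called, NDUFA4L2. The nuclear median was 0.04, with 67 genes positive and 13 negative, which passed camera (adjusted p 0.00332) but neither fry (0.658) nor the estimated correlation (0.716). Without Sen(IR) replicate 1 camera gave 0.0636 for the nuclear set, and without Sen(IR) replicate 3 its median was 0.06. Of the 13 mitochondrial genes, 0 were called and 0 had an unadjusted p under 0.05. Their median of −0.07 passed camera (0.0174) but neither fry (0.658) nor the estimated correlation (0.690), and it turned to 0.0353 without Sen(IR)+CTPI2 replicate 3 and ran from −0.16 without Sen(IR)+CTPI2 replicate 1 to −0.03 without Sen(IR) replicate 2.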

RNA-sequencing analysis showed no changes in OXPHOS gene expression in treated senescent cells compared to senescent controls (Extended Data Fig.6a). Using Seahorse flux analysis, we observed that CTPI2 increased maximal mitochondrial respiration rates in senescent cells but did not affect ATP production or coupling efficiency (Extended Data Fig.6b-f). Furthermore, CTPI2 did not change mitochondrial ROS production or the appearance of the mitochondrial network (Extended Data Fig.6g-i). However, CTPI2 significantly reduced the levels of certain TCA metabolites, including isocitrate, cis-aconitate, and citrate (Extended Data Fig.6j). Collectively, these findings show that SLC25A1 inhibition by CTPI2 suppresses the SASP in senescent cells by modulating histone acetylation, without affecting other hallmarks of senescence or impacting mitochondrial respiration and dynamics.

### Mitochondria-derived Citrate drives the SASP via ACLY

Given our results showing that expression of SCL25A1 increases in senescence and its inhibition reduces the SASP and citrate levels, we hypothesized that increased cytosolic citrate in senescent cells could drive the SASP. Citrate, when in the cytosol, can be converted into acetyl-CoA via the enzyme ATP-citrate lyase (ACLY) (Fig.5a).

To further test the role of citrate in the regulation of the SASP, we supplemented proliferating fibroblasts with citrate and observed an increased expression of SASP genes (Fig.5b) associated with elevated H3K27ac levels relative to total H3 (Fig.5c). We also found that mRNA expression of ACLY was increased in senescent cells induced by irradiation, doxorubicin and replicative exhaustion (Fig. 5d).

To determine the role of ACLY in senescence, we silenced its expression using siRNA which led to reduced expression of SASP components and decreased H3K27ac protein expression relative to total H3 in both irradiated and replicatively senescent cells (Fig.5e–h). Altogether, these data support a model in which mitochondria-derived citrate and its subsequent conversion to acetyl-CoA via ACLY contributes to the SASP via histone acetylation.

### Targeting Mitochondrial Citrate Carrier improves health metrics

Our *in vitro* data suggests that CTPI2 could serve as a promising therapeutic strategy to target senescent cells in aging by selectively suppressing the SASP. To further explore this possibility, we first isolated stromal cells from young (3 months) and old (24 months) hearts and kidneys and treated them *in vitro* with CTPI2 (Extended Data Fig.7a and b). Aged stromal cells exhibited elevated expression levels of p16 and SASP components compared to young cells (Extended Data Fig.7c-f). Notably, treatment with CTPI2 significantly diminished the expression of SASP factors in aged stromal cells while leaving p16 expression unaltered (Extended Data Fig.7c-f). Encouraged by these findings, we administered CTPI2 directly to aged mice (from 19-= to 22 months old) via oral gavage three times *per* week for a duration of three months (Fig.6a) and examined several healthspan parameters.

CTPI2-treated mice (both male and female) exhibited a more lustrous and uniform fur coat, reduced alopecia, and less fur graying compared to vehicle (Fig.6b), associated with delayed onset of frailty, using a 31-parameter frailty index^20^ (Fig.6c and d) and increased forelimb strength (Fig.6e). Histological analysis of muscle tissue revealed that CTPI2 treatment led to larger cross-sectional myofiber areas, suggesting delayed age-related muscle atrophy (Fig.6f–h) and significantly reduced the proportion of centrally nucleated fibers in female mice with a similar trend in males (Fig.6i). Despite these improvements in musculoskeletal phenotypes, CTPI2 treatment did not improve spine and femur bone microarchitecture (Extended data Fig.8a).

qPCR analysis of muscle tissue showed that CTPI2 treatment reduced SASP gene expression without affecting p16 or p21 levels (Fig.6j and k). Interestingly, we found a negative correlation between expression of pro-inflammatory factors *Il1β* and *Il6* and grip strength, suggesting that CTPI2 may enhance muscle function by reducing inflammation (Fig.6l). CTPI2 treatment also reduced muscle lipid accumulation, with sex-specific differences. In males, lipid size decreased, while in females, total lipid area decreased (Extended data Fig.8b-d).

We examined the effects of CTPI2 treatment on cardiac tissue and found no reduction in classical SASP factors or senescence markers (p16 and p21) in whole heart samples (Extended Data Fig.9a-b). However, since senescent cardiomyocytes express a distinct SASP profile during aging, CTPI2 significantly decreased cardiomyocyte-specific SASP components *Gdf15* and *Edn3* (Extended Data Fig.9c). This was accompanied by reduced cardiomyocyte hypertrophy, a hallmark of cardiac aging, suggesting an overall improvement in cardiac function (Extended Data Fig.9d). In contrast to whole heart tissue, isolated cardiac stromal cells showed reduced expression of classical SASP factors (*Ccl2, Il6, Cxcl1, Il1α*) without affecting p16 or p21 expression (Extended Data Fig.9e-f). Consistent with a role for the SASP in the recruitment of immune cells^21,22^, we found that CTPI2 significantly reduced the levels of pro-inflammatory CCR2-positive macrophages in the heart, particularly in female mice (Extended Data Fig.9g-h). CTPI2 also reduced pro-inflammatory factors in the stromal cell-enriched fraction of the liver without altering p21 or p16 expression, further highlighting its anti-inflammatory effects (Extended Data Fig.9i-j). However, no reduction in SASP markers was observed in the total liver tissue (Extended Data Fig.9k-l), suggesting that the effect of CTPI2 may be more pronounced in stromal cells compared to hepatocytes.

In summary, our data demonstrate that CTPI2 treatment in aged mice improves healthspan by reducing the SASP across multiple organs, offering a promising avenue for therapeutic intervention in aging.

## Discussion

The regulation of the epigenome plays a critical role in shaping various aspects of the senescence phenotype, including cell-cycle arrest and the SASP^23^. For example, the histone lysine demethylase KDM4A enhances SASP expression by reducing the repressive H3K9me3 mark on SASP genes, while MLL, a histone methyltransferase, promotes the SASP by adding the activating H3K4me3 mark^24^. Distal gene enhancers marked by H3K27ac also contribute to SASP activation^25,26^.

Acetyl-CoA, the primary acetyl donor for histone acetylation, is crucial in regulating chromatin structure. It is derived from mitochondria in the form of citrate, which is transported via the SLC25A1 tricarboxylate transporter^18^. Enzymes like ATP-citrate lyase (ACLY) convert this citrate into acetyl-CoA outside the mitochondria, enabling histone acetylation, including the H3K27ac mark that promotes SASP gene activation^27^. Recent studies, including our findings, show that inhibiting ACLY in senescent cells reduces both histone acetylation and SASP expression^28^.

Our study confirms the critical role of mitochondria in the epigenetic regulation of the SASP. By clearing mitochondria via Parkin-mediated mitophagy, we observed a reduction in H3K27 acetylation at key SASP gene promoters, along with a decrease in SASP expression. While we focused our analysis on H3K27 acetylation, we observed that other histone acetylation marks are present at mitochondria-dependent SASP genes, during senescence. These findings indicate that mitochondrial function is closely linked to epigenomic changes driving the SASP.

Additionally, our data demonstrate that inhibiting SLC25A1 reduces H3K27ac levels and SASP gene expression, while citrate supplementation increases both. This aligns with previous reports linking citrate metabolism to SASP regulation^28^. Furthermore, we show that inhibiting ACLY similarly decreases SASP expression, reinforcing the role of citrate-derived acetyl-CoA in histone acetylation. The relationship between the metabolic-epigenetic regulation of the SASP and our recent findings that mitochondrial dysfunction during senescence drives cytosolic leakage of mitochondrial DNA^29^, RNA^30^ and chromatin fragments^31^ also contributes to the SASP remains unclear. Elucidating how these distinct factors interact to regulate the SASP will be key for gaining a more comprehensive understanding of mitochondrial involvement in this process.

Our findings have important therapeutic implications for aging. Pharmacological inhibition of SLC25A1 using CTPI-2, a selective and potent inhibitor^32^, improved frailty and muscle function in aged mice, while also reducing inflammation in skeletal muscle, liver, and heart. Although CTPI-2 has previously been shown to improve metabolic conditions like steatohepatitis^33^, its effects in the context of aging had not been explored until this study.

In conclusion, our study supports the hypothesis that mitochondrial metabolic changes influence SASP regulation and can be targeted for senotherapeutic interventions. We propose that mitochondrial-derived citrate, regulated by proteins like MPC and SLC25A1, fuels ACLY-mediated histone acetylation of SASP genes, driving age-related inflammation.

## Materials And Methods

### Cell culture and treatments

Human embryonic lung MRC5 fibroblasts (ATCC) and IMR90 fibroblasts (ATCC) were cultured in Dulbecco’s modified Eagle’s medium (Sigma-Aldrich, D5796) supplemented with 10% heat-inactivated fetal bovine serum (FBS), 100 U ml−1 penicillin, 100 μg ml−1 streptomycin and 2 mM l-glutamine. The cultures were maintained at 37°C in an atmosphere of 5% CO2. MRC5 fibroblasts were grown under atmospheric oxygen conditions, while IMR90 fibroblasts were cultured under low-oxygen (3%) conditions.

For lentiviral transduction HEK293T cells (ATCC) were used, cultured in DMEM without antibiotic and supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 2mM L-glutamine.

Stress-induced senescence was triggered by exposing cells to 20 Gy of X-ray irradiation and collected between 10- and 12-days post-irradiation. Chemotherapy-induced senescence was performed by treated cells with 250nM of doxorubicin (MedChemExpress, HY-15142) for 24h and collected 12 days after treatment. Replicative senescence was performed through serially passaging until the cells reached their replicative limit. Senescence was verified through the presence of p16 and p21, the absence of proliferation markers Ki-67 or EdU incorporation, and the expression of SASP gene.

For chronic acetate treatment, MRC5 or Parkin IMR90 cells were treated with 20mM of Sodium Acetate solution (Sigma, S7899) for 10 to 12 days, with media refreshing every 48–72h.

For chronic Citrate treatment, MRC5 were supplemented with 10mM of Sodium Citrate (Sigma, W302600) for 10 to 12 days, with media refreshing every 48–72h.

For CIC and MPC pharmacological inhibition, MRC5 fibroblasts were irradiated with 20 Gy X-ray irradiation and treated with CTPI2 (Selleckchem, S2968) or UK5099 (Sigma, PZ0160) at the indicated concentrations (15 or 30μM for CTPI2 and 100μM for UK5099). CTPI2 and UK5099 were added one day after irradiation and maintained in the cell culture medium for 12 days (refreshed every 48–72 h).

### Parkin-mediated mitochondria clearance

Parkin-mediated mitochondrial clearance was performed as previously described. In summary, proliferating or irradiated Parkin-overexpressing IMR90 fibroblasts were treated with 12.5μM CCCP (Sigma-Aldrich, C2759) one day post-irradiation (D1) for a duration of 48 hours, with CCCP being replenished every 24 hours (D1, D2). Acetate was added at D3 when mitochondria were cleared, and cells were harvested at D12 (media refreshed every 48–72h).

### CRISPR–CAS9-based genome editing

The following plasmids were used:

hSLC25a1 CRISPR (sgRNA #231; Vector-Builder, VB900058–0699rvd), hMPC1 CRISPR (5’-CACCGGGGCTACTTCATTTGTTGCG-3’ AND 5’-AAACCGCAACAAATGAAGTAGCCCC-3’).

For lentiviral transduction, HEK293FT cells were transfected with the plasmids above together with the packaging and envelope plasmids VSVG and Gag-Pol (Sigma-Aldrich) using Lipofectamine 3000 (Invitrogen, L3000015) according to the manufacturer’s instructions. Then, 2 days later, the supernatant from the transfected HEK293FT cells containing viral particles was filtered using a 0.45μm pore PVDF filter, mixed with 10 μg/ml of polybrene and used to infect the cells of interest. After infection, cells were selected for successful CRISPR–Cas9 deletion using the following antibiotics: 1μg/ml of puromycin.

### siRNA

siACLY (Sigma, SASI_Hs01_00239323) and siScramble (Sigma, SIC001) were used for the experiments.

For senescence induced by irradiation: Cells were firstly transfected in T75 ask with 30nM final of siRNA using the DharmaFECT 2 transfection reagent (Horizon, T-2002–03) at a ratio of 0.3/100μl of transfection media for 24h. The day after cells were irradiated with 20Gy X-ray, and seed at D1 post irradiation in 6 wells plates. Cells were transfected a second time at D8 post irradiation with 30nM final of siRNA using the same transfection reagent for 24h. Cells were finally collected at D10 post irradiation for analysis.

For replicatives senescence: Replicatives senescent cells were transfected twice D1 and D4 with 30nM final of siRNA using the DharmaFECT 2 transfection reagent (Horizon, T-2002–03) at a ratio of 0.3/100μl of transfection media for both 24h and collected at D6 for analysis.

### TCA metabolite

Concentration of TCA analytes were measured by gas chromatograph mass spectrometry (GC/MS) as previously described with a few modifications. Briefly, cell pellet was lysed in 50 l 1X PBS after adding 20μl of internal solution containing U-^13^C labeled analytes. The proteins were removed by adding 300μl of chilled methanol and acetonitrile solution to the sample mixture. After drying the supernatant in the speed vac, the sample was derivatized with ethoxime and then with MtBSTFA + 1% tBDMCS (N-Methyl-N-(t-Butyldimethylsilyl)-Trifluoroacetamide + 1% t-Butyldimethylchlorosilane) before it was analyzed on an Agilent 5977B GC/MS (Santa Clara, CA) under electron impact and single ion monitoring conditions. Concentrations of lactic acid (m/z 261.2), fumaric acid (m/z 287.1), succinic acid (m/z 289.1), ketoglutaric acid (m/z 360.2), malic acid (m/z 419.3), aspartic acid (m/z 418.2), 2-hydroxyglutaric acid (m/z 433.2), cis aconitic acid (m/z 459.3), citric acid (m/z 591.4), and isocitric acid (m/z 591.4), glutamic acid (m/z 432.4) were measured against a 12-point calibration curves that underwent the same derivatization.

### Metabolomic by Mass spectrometry

Metabolomics experiments for UK5099 treatment were performed as described below. Cells were seeded into 6-well plates (5 × 10^5^−1.5 × 10^6^ cells per ml, triplicate wells per condition) in complete DMEM medium and were allowed to adhere overnight for proliferatives controls, or cultured and treated as described previously for Sen(IR) and Sen(IR)+UK5099. Cells were washed with PBS, and the relevant experimental media were added for the stated times. Duplicate wells were used for cell counting: cell counts were used to normalize the volume of lysis solvent prior to metabolite extractions (2 × 10^6^ cells per ml). Cells were washed quickly in PBS, then ice-cold lysis solvent (methanol 50%, acetonitrile 30%, water 20%) was added and cells were scraped on ice. Lysates were transferred to 1.5-ml tubes on ice, vortexed and then centrifuged at 15,000 r.p.m. at 4 °C for 10 min. Supernatants were collected and stored at −80 °C for LC–MS analysis. The flow rate was set to 200 μl per min and the injection volume was 20 μl. The separation was done using an isocratic program of 80% A and 20% B, with a total run time of 3 min. The Exactive mass spectrometer was operated in full-scan mode over a mass range of 50–800 *m/z* at a resolution of 50,000 in positive mode.

### ChIP-sequencing

Chromatine ImmunoPrecipiation (ChIP) was performed as describe before^34^. Cells were formalin fixed for 10 minutes in 4%PFA, then lysed and chromatin was sheared to between 250–500bp as confirmed by agarose gel electrophoresis in size using sonication (Biorupter pico, Ref B01060010). Protein G Dynabeads (Invitrogen, Ref 1000D) were prepared with 5μg of primary antibody of interest: Histone H3 (Abcam ref ab1791), Histone H3K27ac (Abcam, ref ab4729). 1.7μg chromatin as quantitated by qubit dsDNA HS Kit (Invitrogen Ref Q32854) were used per ChIP and IP was allowed overnight 4°C while inverting. After washing steps, DNA was eluted using phenol chloroform isoamyl alcohol (Thermo Scientific, Ref J62336) isolation and ethanol precipitation then quantitated using qubit dsDNA HS Kit (Invitrogen Ref Q32854) and submitted to Sanford Burnham Prebys genomic core for library preparation and sequencing on Element Biosciences AVITI sequencer.

ChIP-seq was performed as following described: Library preparation of ChIP DNA was performed with the Watchmaker DNA Library Prep Kit (Watchmaker Genomics, Cat: 7K0103) with xGEN Stubby adaptors (IDT, Cat: 10005924) and xGEN 10nt UDI Primers (IDT, Cat: 10008052). Libraries were sequenced (2×76bp) with the Element Biosciences AVITI Sequencing platform using the AVITI 2×75 High Output Cloudbreak Freestyle Kit (Element Biosciences, Cat: 860–00015).

### Generation ChIP-seq analysis files

H2K27ac and H3 ChIP-seq samples were processed with nf-core chipseq nextflow pipeline version 2.0.0 [PMID: 32055031] using singularity containers and parameters “--aligner bowtie2 --read_length 75--genome GRCh38”. H3K27ac bigwig signal les were normalized by H3 signal using Deeptools bigwigCompare version 3.5.5 [PMID: 24799436] with parameters “–operation subtract --binSize 10”.

### ChIP-seq databases analysis, track visualization and Heatmaps generation.

Already published ChIP-seq data from GSE106146, GSE56307, GSE74238 and GSE103590, along with new generated ChIP-seq experiment available in GSE279410. The new ChIP-seq data represent the average of 3 replicated for each condition.

Specific genes track visualization was performed on Integrative Genome Viewer. And metaplot and heatmap were generated on Galaxy website, using deepTools, computeMatrix and plotHeatmap.

### MitoSOX

Cells were grown in 96 well dark plate for fluorescence reading. The experiment was conduct at D12 post irradiation and proliferatives cells were seeded in the plate the day before the measurement. The MitoSOX Red Mitochondrial Superoxide indicator (Thermo, M36008) was used for the experiment. Cells were stained for 10 minutes with 5μM of MitoSOX in serum free media. After two PBS wash, fluorescence intensity was quantified in PBS every two minutes for 50 minutes at 37°C by Varioskan Lux 35 (Life Technologies).

### Seahorse analysis

Cellular oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using Agilent Seahorse XFe96 Analyzer with the Mito Stress Test Kit (Agilent, 103015–100), according to manufacturer’s instructions. Cells were seeded at a concentration of 5000 cells per wells and irradiated the day after. The experiment was running at D12 post-irradiation and proliferatives cells were seeded at the day before. The assay medium was prepared by supplementing Seahorse XF DMEM with 1mM pyruvate, 2mM glutamine and 10mM glucose. CTPI2 inhibitors were maintain at the concentrations mentioned during the experiment. For the mitochondrial activity the following compound were added to the test: Oligomycin 1.5μM, FCCP 1μM and Rotenone/Antimycin A 0.5μM.

### Multiplex Immunoassay for Cytokine Concentration in Condition Media

24h FBS free conditioned media were generated from 80 000 cellules per condition, collected and centrifuged at 2,000 x rpm at 4°C for 5 minutes to remove cell debris. The supernatant was aliquoted and stored at −80°C until use. On the day of the assay, each sample aliquot was thawed on ice and processed. Cytokine concentrations were measured simultaneously using Luminex xMAP^®^ Multiplexing Technology with antibody kits from Bio-Techne (FCSTM18B, LXSAHM). Samples were diluted 1:2 in the dilution buffer provided with each kit, and the recommended protocols were followed. Minimum fluorescence intensity was measured using the Luminex Intelliflex system. A 5-parameter logistic (5PL) regression model was applied to each cytokine standard curve to calculate cytokine concentrations using Quantist Software (Bio-Techne). Final cytokine abundance was expressed as pg/ml.

### Western blotting

Cells were lysed in lysis buffer (RIPA: 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris pH 7.4, 1× phosphatase and protease inhibitors cocktail in H_2_O) and the protein concentration was determined using the Bio-Rad protein assay (Bio-Rad, reagent A, 500–0113; reagent B, 500–0114; reagent C, 500–0115). Proteins were deposed by equal amount on each well and separated by molecular weight on NuPAGE 4 to 12% Bis-Tris gels (Invitrogen, NP0323). Proteins were secondary blotted on PVDF membrane using Power Blotter XL machine (Invitrogen, PB0010) and Power Blotter Select Transfer Stacks, PVDF, regular size (Invitrogen, PB5310). Membranes were blocked with TBS-Tween (TBS-T) blocking buffer (5% milk powder, 0.05% Tween-20 in TBS) and incubated with primary antibodies at 4 °C overnight (a list of the antibodies Supplementary Table 2). After washes in TBS-T, the membranes were incubated with a peroxidase-conjugated secondary antibody for at least 1h at room temperature. The membranes were then incubated with either SuperSignal^™^ West Pico PLUS Chemiluminescent Substrate (Thermo Scientific, 34577) or the KwikQuant Western blot detection kit (Kindle Bioscience, R1100) according to manufacturer’s instructions, and visualized using iBright 1500 system from Invitrogen.

### RT-qPCR

Total RNA was extracted using QIAshredder column (Qiagen, 79656) following by RNeasy Mini Kit (Qiagen, 74106). mRNAs were quantified by spectrophotometry (NanoDrop One, Thermo Fisher Scientific). cDNAs were synthesized with the MultiScribe^™^ reverse transcriptase (High-Capacity cDNA Reverse Transcription Kit, Applied Biosystem). PCR was performed for 40 cycles with TaqMan Probes (IDT) in Perfecta qPCR Tough mix (Quantabio95112.012) and run on CFX Opus 384 Real Time PCR Detection System (BioRad). Different Probes used are listed in Supplementary Table 1. TBP for human cells and HPRT for mice sample were used as a reference gene for normalization and relative gene expression, compared to the control group, was calculated using the comparative cycle threshold (CT) method (2-ΔΔCT).

### RNA-sequencing

RNA-sequencing were performed by Azenta Life Sciences. The sequencing configuration was Illumina, 2×150bp, with around 30 million paired end reads per sample.

Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the Homo sapiens GRCh38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner is a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM les were generated as a result of this step. Below are the statistics of mapping the reads to the reference genome.

Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2. The hit counts were summarized and reported using the gene_id feature in the annotation le. Only unique reads that fell within exon regions were counted. If a strand-specific library preparation was performed, the reads were strand-specifically counted.

After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the customer-defined groups of samples was performed. The Wald test was used to generate p-values and log2 fold changes. Genes with an p-value < 0.05 and absolute log2 fold change > 0.5 were called as differentially expressed genes for each comparison.

Data available in the GEO repository: GSE279411.

### Immunocytochemistry

Cells were cultured on coverslip and fixed for 10 min using either 4% paraformaldehyde (PFA) in PBS for usual staining or 4% PFA with 0.2% of glutaraldehyde for mitochondrial network staining. After 3 PBS washes, cells were blocked and permeabilized for at least 1h at room temperature (RT) with blocking buffer (PBS 0.3% Tritonx100, 5% BSA and 1/60e normal goat serum). Cells were incubated with primary antibodies overnight at 4°C in humid chamber. After PBS washes, cells were incubated with secondary antibodies for at least 1h at RT. After final washes, coverslips were mounted onto glass microscope slides with ProLong Gold Antifade Mountant with DAPI (Invitrogen). A list of the antibodies used is provided in Supplementary Table 2.

Pictures were taken with Leica widefield microscope DMi8 either at x20 or x63 magnification. Images were quantified using ImageJ software.

### Immunohistochemistry

Formalin-fixed paraffin-embedded tissue sections (5 μm) were deparaffinized in xylene (2 times for 5 min each) and hydrated using sequentially 5 minutes batch of 100% ethanol (twice), 90% ethanol, 70% ethanol and distilled water (twice). Antigen retrieval was performed by heating the sections to 98 °C in citrate buffer at pH 6.0 for 15 min. The slides were allowed to cool down for 30 min and were then rinsed in PBS twice for 5 min. To avoid nonspecific binding, tissue sections were blocked for at least 30min at RT in the blocking solution (PBS, 0.1%BSA with 1:60 of normal goat serum). For membrane staining, WGA was applied for 30 min at RT and wash 3 times with PBS. Primary antibodies were incubating in blocking solution overnight at 4°C in humid chamber. After several PBS washes, tissue sections were incubating with secondary antibodies for at least 1h at RT. Finally, sections were mounted with ProLong Gold Antifade Mountant with DAPI (Invitrogen). A list of the antibodies used is provided in Supplementary Table 2.

Pictures were taken with Leica widefield microscope DMi8 either at x20 or x40 magnification. Images were quantified using ImageJ software.

### Mouse models and treatments

All animal experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) at Mayo Clinic. Male and female aged wild-type C57BL/6 mice (aged 19 months) were acquired from the National Institute on Aging (NIA) and were maintained in a pathogen-free facility under a 12 h–12 h light–dark cycle at 23–24 °C with free access to regular chow and water. The mice were housed in same-sex cages in groups of 5. The animals were randomly assigned into the vehicle or treatment group. Mice were gavaged with 30mg/kg of CTPI2 (MedChem Express, HY-123986) diluted in Corn Oil 3 times a week for 3 months (from 19 months to 22 months old), at which point the animals were euthanized and tissues were collected for analysis. Frailty assessment was conducted before and after the 3 months treatments. Grip strength was asset before, at mid-point (1,5 months) and after 3 months of treatment. The mice were euthanized and considered to be dead if they met humane end points.

### Stromal cells isolation

Hearts, livers, and kidneys were harvested from mice after intraventricular perfusion of 10 ml PBS, minced with scalpels and digested with Liberase TM (Roche) diluted in RPMI1640 (GIBCO) as described previously^21^. Briefly, digestion of tissue fragments was performed by two successive incubations for 10 min with enzymatic solution at 37°C under shaking and stopped by the addition of heat-inactivated fetal bovine serum (Gibco). Single cell suspensions were obtained by filtrations on 100 μm and 40 μm cell strainers (BD Falcon). Cells were either pellet and lysed for RNA extraction or seeded for *in vitro* experiment.

### Frailty measurements

Frailty will be assessed based on a 31-items performance-based frailty index that reflects on clinical signs of deterioration in mice, as described before. These clinical assessments include evaluation of integument, the musculoskeletal system, the vestibulocochlear/ auditory systems, the ocular and nasal systems, the digestive system, the urogenital system, the respiratory system, signs of discomfort, body weight, and body surface temperature. The severity of each parameter will be rated as follows: a score of 0 will be given for mice displaying no sign, 0.5 will be given for mild deficits, and a score of 1 will be given if severe deficits are observed.

### Skeletal imaging

All bone imaging and analysis was performed in a blinded manner. Quantitative analysis of the lumbar spine (L4–L6) and distal femoral metaphysis were performed using the Viva Scan 40 μCT scanner (Scanco Medical AG, Basserdorf, Switzerland) with the following parameters: 55kVp, 145mA, high resolution, 21.5 diameter, 10.5 μm voxel size, 300 ms integration time. Using two dimensional (2D) data from scanned slices, 3D analysis was used to calculate morphometric parameters at both the lumbar spine (200 slices) and distal femoral metaphysis (100 slices) defining trabecular bone mass and microarchitecture, including trabecular bone volume fraction (BV/TV; %), trabecular number (Tb.N; 1/mm), trabecular thickness (Tb.Th; mm), trabecular separation (Tb.Sp; mm [higher values are associated with weaker bone]), and the structure model index (SMI), which indicates whether trabeculae are stronger, plate-like (lower values) or weaker, rod-like (higher values). Cortical thickness (Ct.Th; mm) was assessed at the distal femoral metaphysis (50 slices). Micro-finite element analysis (μFEA) was performed at the femoral metaphysis to assess failure load (N; i.e., bone strength) using the manufacture’s software (Scanco Medical AG, Basserdorf, Switzerland; Finite Element-Software Version 1.13). All μCT parameters were derived using the manufacturer’s protocols.

### Statistical analysis

GraphPad Prism v.10.0 was used for statistical analysis; the results were considered to be statistically significant when P ≤ 0.05. For normally distributed data, the differences between two groups were tested for statistical significance using an independent-sample two-tailed t-tests. For data that were normally distributed and when there was more than one group, one-way ANOVA was used, with Tukey’s comparison post hoc test. Where data were not normally distributed, Mann–Whitney U-tests were used to determine statistical significance.

## Figures and Tables

**Figure 1:**
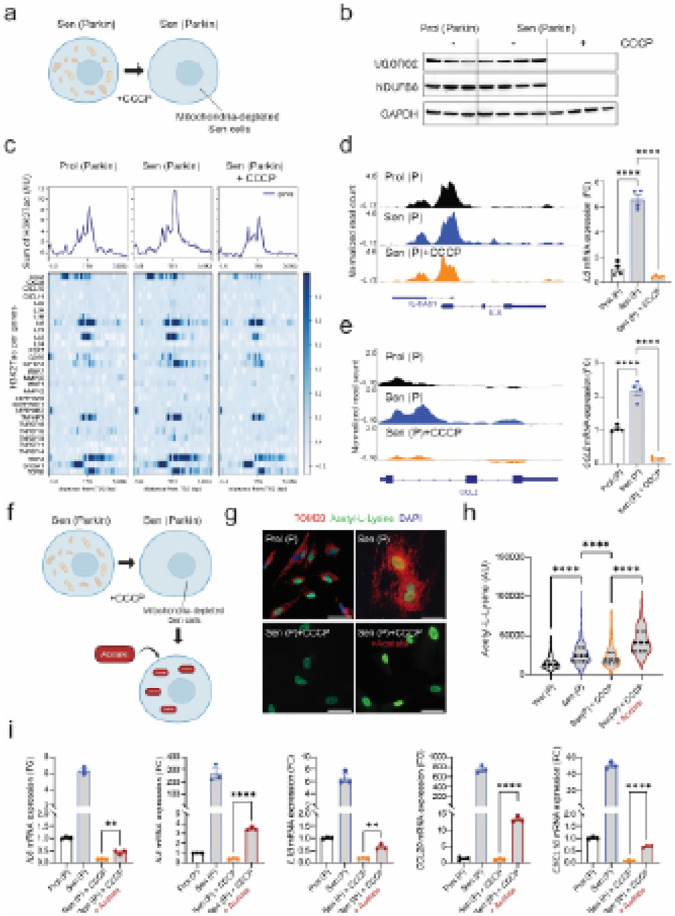
Mitochondria modulate histone acetylation at SASP loci. **(a)** Schematic representation of the experimental setup. **(b)** Western blot analysis of mitochondrial proteins UQCRC2 and NDUFB8, confirming the complete loss of mitochondria in IMR90 Parkin senescent cells (Sen) following CCCP treatment**. c**. Metaplot and heatmap analysis of SASP genes showing decreased histone acetylation (H3K27ac) in senescent cells lacking mitochondria (Sen+CCCP). Top: Metaplot depicting a composite sum of all normalized H3K27ac enrichment at SASP gene signals; Bottom: heatmap of H3K27ac enrichment normalized by total H3 (±5kb from TSS). Data are averaged from n=3 independent experiments. **(d-e).** Browser track (left panel) and mRNA expression (right panel) of IL6 **(d)** and CCL2 **(e)** genes displaying H3K27ac distribution. qPCR data, n=4. **(f).** Scheme of the experimental workflow**. (g)**. Representative immunofluorescence images of nuclear acetylated lysine (green) and mitochondria staining (TOMM20, red). Scale bar 50μm. **(h)**. Quanti cation of nuclear acetyllysine per cell from n=3 independent experiments. **(i).** mRNA expression levels of various SASP genes (n=3 per condition). Data are expressed as Mean ± S.E.M. One way ANOVA or Student’s t-test *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001.

**Figure 2:**
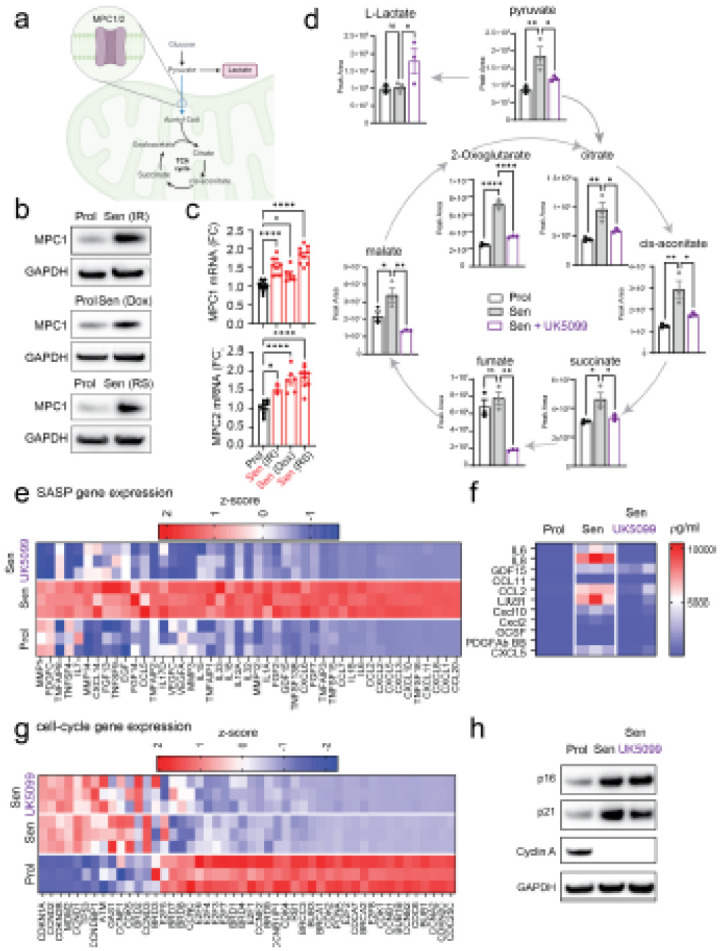
Upregulation of mitochondrial pyruvate carriers (MPC) in senescence modulates the SASP. **(a)** Schematic illustration of MPC localization and function within the mitochondria. **(b)** Western blot analysis showing increased MPC1 protein levels in different models of senescence: irradiation-induced (Sen(IR)), doxorubicin-induced (Sen(Dox)), and replicative senescence (Sen(RS)). **(c)** mRNA expression levels of *MPC1* and *MPC2* across senescence models. **(d)** Mass spectrometry quantification of TCA cycle metabolites in senescent cells following treatment with UK5099 (MPC inhibitor) (n=3 independent experiments). **(e)** Column-clustered heatmap showing differential expression of SASP genes in senescent cells, with downregulation following UK5099 treatment. Color intensity represents column Zscores (red: high expression, blue: low expression). **(f)** Cytokine array heatmap of 24-hour conditioned media from senescent cells, showing cytokine expression changes. **(g)** Column-clustered heatmap of cell cycle-associated genes in senescent cells, which are not affected by UK5099 treatment (color intensity as in panel e). **(h)** Western blot indicating that UK5099 does not reduce expression of p16 and p21, nor restore Cyclin A levels, confirming a lack of effect on cell cycle arrest. For RNA-seq and cytokine arrays, n=3 independent conditions were analyzed. Data are presented as Mean ± S.E.M. Statistical tests: Student’s t-test for (c) and one-way ANOVA for (d), *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001.

**Figure 3:**
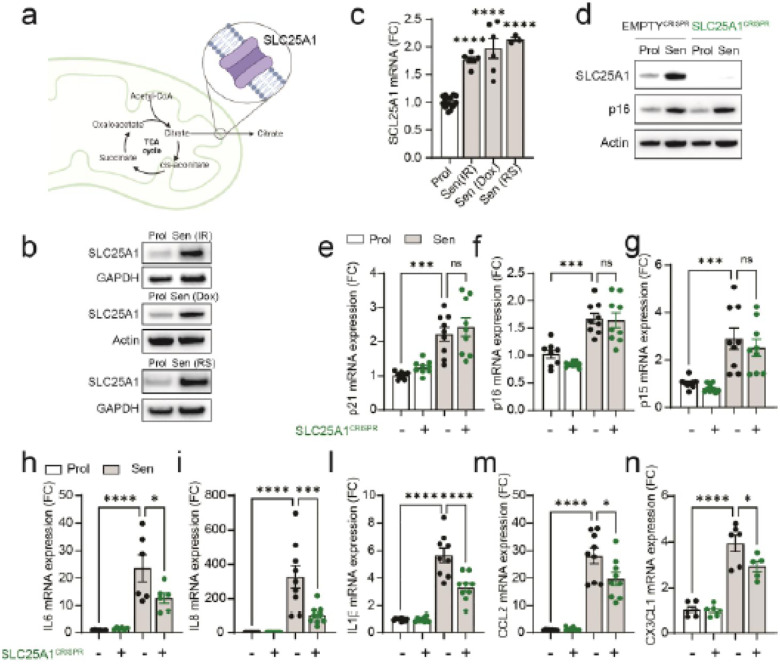
Upregulation of the Mitochondrial Citrate Carrier (SLC25A1) modulates the SASP in senescent cells. **(a)** Schematic illustration of SLC25A1 localization and function within mitochondria. **(b)** Western blot showing increased SLC25A1 protein levels in senescence models: irradiation-induced (Sen(IR)), doxorubicin-induced (Sen(Dox)), and replicative senescence (Sen(RS)). **(c)** mRNA expression of *SLC25A1* in these senescence models compared to proliferative cells. **(d)** Western blot confirming successful CRISPR/Cas9-mediated deletion of *SLC25A1* in proliferative (Prol) and senescent (Sen(IR)) cells, with persistent p16 expression in senescent cells after knockout. **(e-g)** mRNA expression of cyclin-dependent kinase inhibitors (cdki) in different senescence models**. (h-n)** mRNA expression of various SASP components under the same conditions. All values are presented as fold change relative to proliferative cells (Prol) (n=6–9 per condition). Data are shown as Mean ± S.E.M. *One-way ANOVA test: *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001.

**Figure 4:**
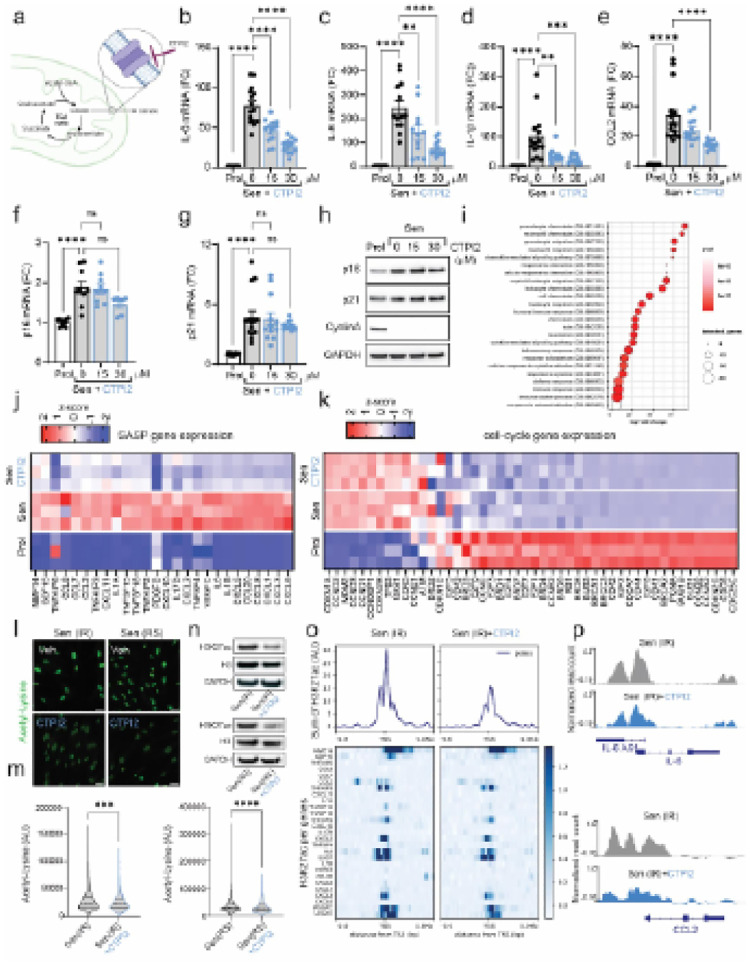
Pharmacological inhibition of Mitochondrial Citrate Carrier (SLC25A1) with CTPI2 reduces the SASP in senescent cells. **(a)** Schematic illustrating experimental approach. **(b-g**) mRNA expression levels of SASP components **(b-e)** and cyclin-dependent kinase inhibitors (cdki) **(f-g)** in senescent cells (Sen(IR)) treated with two doses of CTPI2 (15 and 30 μM), expressed as fold change relative to proliferative cells (Prol) (n=6–12). **(h)** Western blot analysis showing that CTPI2 treatment does not alter p16 or p21 expression, nor does it restore Cyclin A levels, indicating that the cell cycle arrest is maintained. **(i)** Gene ontology pathways of genes downregulated by CTPI2 compared to untreated senescent cells. **(j-k)** Column-clustered heatmaps showing SASP factors **(j)** and cell cycle-associated genes **(k)** differentially expressed in senescent cells and downregulated by CTPI2 treatment (color intensity represents column Z-scores, where red indicates high expression and blue indicates low expression; n=3 independent experiments). **(l)** Representative immunofluorescence images of nuclear acetylated lysine (green) in two models of senescence treated with or without CTPI2. Scale bar = 50 μm. **(m)** Quantification of nuclear acetyl-L-lysine integrated density *per* cell (n=3 independent experiments). **(n)** Western blot showing reduced histone acetylation (H3K27ac) after CTPI2 treatment across two different senescence inducers. **(o)** Metaplot (top) and heatmap (bottom) of SASP genes showing reduced histone H3K27 acetylation (H3K27ac) levels normalized by histone H3 around the transcription start sites (±5 kb) in senescent cells (Sen(IR)) after CTPI2 treatment (data averaged from n=3 independent experiments)**. (p)** Browser tracks of *IL6* and *CCL2* genes depicting reduced H3K27ac levels following CTPI2 treatment. Data are shown as Mean ± S.E.M. *One-way ANOVA or Student’s t-test: *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001.

**Figure 5:**
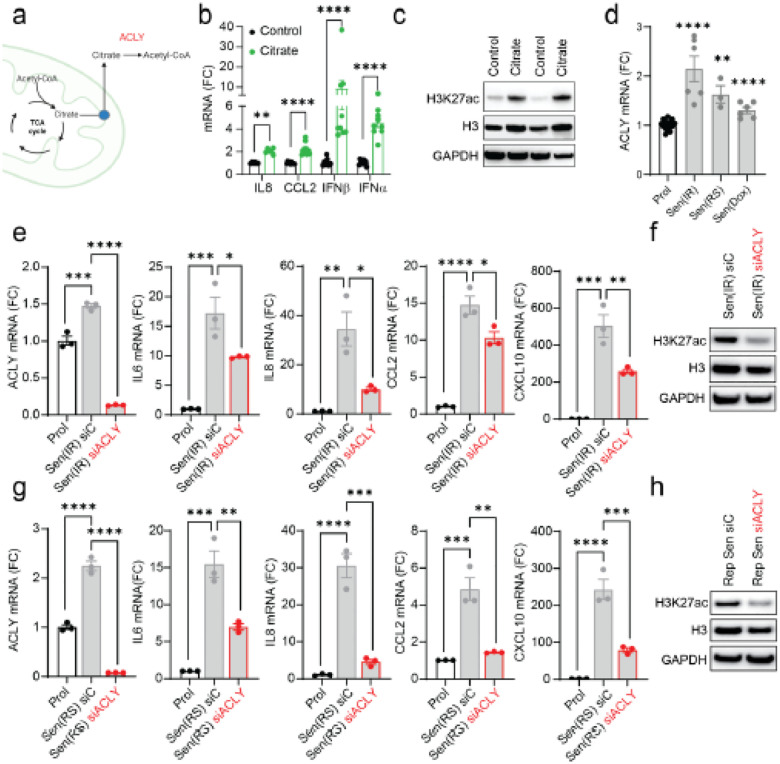
Mitochondria-derived Citrate drives the SASP through ACLY activity. **(a)** Schematic representation illustrating the export of citrate from mitochondria and conversion to Acetyl- CoA. **(b)** Relative mRNA expression of SASP components in proliferative cells treated with 10 mM citrate (Citrate) compared to untreated proliferative cells (Control), shown as fold change. **(c)** Western blot analysis of histone H3 acetylation (H3K27ac) and total histone H3, demonstrating increased histone acetylation in citrate-treated cells. **(d)** Relative mRNA expression of ACLY in cells undergoing senescence induced by various stimuli. **(e)** mRNA expression in irradiation-induced senescence (Sen(IR)) showing successful ACLY knockdown by siRNA and subsequent effects on SASP gene components, expressed as fold change relative to proliferative cells (Prol)**. (f)** Western blot analysis showing reduced histone H3 acetylation (H3K27ac) following ACLY silencing in Sen(IR) cells. **(g)** mRNA expression in replicative senescence (Sen(RS)) showing effective ACLY knockdown by siRNA and effects on SASP gene expression, presented as fold change relative to proliferative cells (Prol). **(h)** Western blot analysis indicating decreased histone H3 acetylation (H3K27ac) in Sen(RS) cells following ACLY silencing. Data are represented as Mean ± S.E.M. Statistical analysis was performed using Student’s t-test for **(b, d**) and one-way ANOVA for **(e, g)**. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 6:**
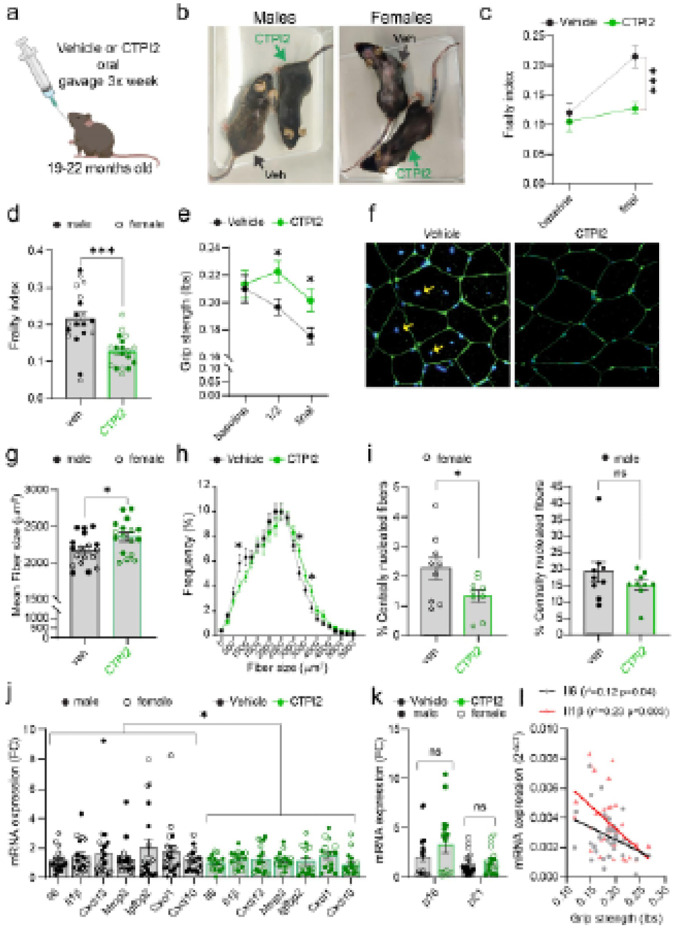
Pharmacological inhibition of Mitochondrial Citrate Carrier (SLC25A1) during aging improves frailty and muscle function. **(a)** Schematic representation of the *in vivo* experimental procedure detailing CTPI2 treatment in aged mice. **(b)** Representative images of male and female mice treated with either vehicle or CTPI2, as indicated by the green arrows. **(c)** Frailty index scores at baseline (0 months) and after 3 months of treatment (final) in vehicle (n = 19) and CTPI2-treated (n = 19) mice (males and females combined). **(d)** Histogram of frailty index scores after 3 months of treatment, showing individual values for vehicle (n = 19) and CTPI2-treated (n = 19) mice. Males are denoted by filled black dots, and females by open black dots. **(e)** Forelimb grip strength measured at baseline, 1.5 months, and 3 months (final) in each group (n = 19 per group). **(f)** Representative images of WGA staining, marking the membrane of cross-sectional myofibers. **(g)** Quantification of mean cross-sectional myofiber area *per* mouse. **(h)** Distribution of cross-sectional myofiber area *per* mouse. **(i)** Percentage of centrally nucleated fibers per mouse, presented separately for females (open dots, left panel) and males (filled dots, right panel). **(j-k)** mRNA expression of SASP components **(j)** and cell cycle inhibitors (p16, p21) **(k)** in quadriceps muscle from male and female mice, expressed as fold change relative to vehicle-treated mice**. (l)** Correlation curves of Il1b or Il6 expression with forelimb grip strength for each mouse. Data are presented as Mean ± S.E.M. Statistical analysis performed using Student’s t-test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Vehicle: n = 10 males and 9 females; CTPI2: n = 9 males and 10 females. Males are represented by filled dots, and females by open dots.

## Data Availability

The RNA-seq and ChIP-seq datasets generated and analyzed during the current study are available in the GEO repository : GSE279410 for he ChIP-sequencing, GSE279411 for the RNA-sequencing

How the deposited data were processed for this re-analysis (not part of the article)

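The data are RNA sequencing libraries of MRC5 fibroblasts: 12 libraries in 4 groups of 3, namely Prol, Sen(IR), Sen(IR)+UK5099 and Sen(IR)+CTPI2. According to the methods, the authors sequenced paired ends on an Illumina instrument, trimmed the reads with Trimmomatic, aligned them to GRCh38 with STAR, and counted uniquely mapped exon reads by gene identifier with featureCounts. The deposited table holds these counts without normalization. Every sample column was mapped to its group by its label, and 0 columns belonged to other samples. The analysis started from the counts as the authors made them, so their trimming, alignment and counting could not be varied.

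The table lists 57500 genes, of which 23043 have no count in any library and 56410 have an identifier in the reference annotation (GENCODE v44 on GRCh38), from which positions, lengths and overlaps were taken. In the symbol column 485 names are blank, 27 had been turned into dates and 1519 occur more than once, so genes were tracked by Ensembl identifier. Blank names still carry an identifier, so no row was left out of the library totals. Library totals ran from 20597736 to 28245693 counts. TMM factors were 0.953 to 0.964 in Prol, 0.985 to 0.991 in Sen(IR), 1.04 to 1.05 with UK5099 and 1.00 to 1.01 with CTPI2. Mitochondrial genes held 2.36 to 2.68% of the counts in Prol, 2.78 to 3.21% in Sen(IR), 3.81 to 4.23% with UK5099 and 2.39 to 3.28% with CTPI2.

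Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr on the 4 groups, TMM normalization, glmQLFit and glmQLFTest) in one fit of all 12 libraries without a replicate term. Comparisons were Sen(IR) against Prol, each inhibitor against Sen(IR), and UK5099 against CTPI2. The p-values were adjusted by Benjamini-Hochberg over the 16251 genes tested, and a gene was called at an adjusted p under 0.05 with an absolute log2 fold change over 0.5. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic. Fitted log2 fold changes near the floor depend on edgeR's prior count, so a gene whose libraries in one group all had at most 3 counts is given as a bound against that floor. The common dispersion of 0.00374 corresponds to a coefficient of variation of 6.12% between replicates. Within groups, pairs of libraries had Pearson correlations of log2 CPM across genes of 0.991 to 0.992 (genes are not independent replicates), and their counts differed by 2.28 to 13.4 times the sampling noise (chi-square per gene).

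Gene lists came from the labels of Fig. 2e (32 read clearly), Fig. 4j (19) and Fig. 2g (36), read by eye. A further 22 gene sets were written by symbol: chemokine ligands, interleukins, TNF superfamily ligands, matrix metalloproteinases, IGF-binding proteins, fibroblast growth factors, collagens, OXPHOS nuclear and mitochondrial subunits, replication-dependent histones, NF-kB feedback genes, interferon-stimulated genes, sterol and fatty acid synthesis genes, targets of ATF4, NRF2, AHR and p53, glycolysis, TCA cycle, contractile and proliferation genes. Lists and sets were tested with camera at a correlation between genes of 0.01, with fry, and with camera's estimated correlation (limma 3.58.1). The p-values of the 22 sets were adjusted over the sets of a comparison. Each list of figure labels was tested alone, so its p-values are unadjusted. Genes named in the text are those the paper names or measures, the 5 largest changes in each direction among called genes with a mean log2 CPM above 1 and no overlap between groups, and the largest members of a list. Genes named by another criterion are marked as named after the values were seen. EDN3, which the paper measures, had no count in any library and was not tested.

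The comparisons, lists, gene sets, limits and alternatives were fixed before the data were examined. The alternatives were the DESeq2 Wald test (version 1.42.0), RLE and upper-quartile scaling, no filter on low counts, only the 2 compared groups in the fit, a replicate block, the paper's limit on the unadjusted p (with edgeR and with DESeq2), a limit of 1 on the absolute log2 fold change, all best readings of the figure labels, fry and the estimated correlation for sets, and leaving out each library in turn. The fits that left out a library or used only 2 groups kept the genes of the full fit. The gene and set tests were run on simulated data with 15844 genes passing the filter and 200 changed genes: edgeR recovered 196 of them (98%) with 5 false calls, DESeq2 recovered 193 (96.5%) with 2, and neither called a gene in a comparison without change. Among 21 simulated sets, all 3 set tests called the raised set and none of the others. The simulated genes were drawn independently with the same dispersion of 0.01. The simulation therefore cannot tell how the set tests behave when genes are correlated.

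Left out were the paper's gene ontology analysis, since no ontology database was used here, and the gene lists of the Extended Data figures, which were not used here. The RT-qPCR, protein, ChIP-seq, metabolite and animal measurements were not analysed here.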

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

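The results in this part concern genes that the paper does not discuss. Each gene set passed camera, fry and camera's estimated correlation, and each reading is a hypothesis, since it was found and tested on the same 12 libraries. The medians relative to all genes were chosen only after the result was seen, whereas RLE and upper-quartile scaling were among the alternatives fixed beforehand.

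Interferon-stimulated genes stood out because 27 of 29 were called lower with UK5099, with a median log2 fold change of −2.77 against Sen(IR) (set adjusted p 4.04e-33 with camera, 8.77e-07 with fry, 0.0151 with the estimated correlation). The values argue against gene length and GC content, library size and shared exons as explanations. The median was −2.66 after the trend on gene length and GC content was subtracted, −2.71 with every library thinned to the smallest total, and −2.88 among members that share no exon with another gene. Relative to the median of all genes it was −2.78, but TMM had already centred that median. An effect of the scaling therefore cannot be told apart by this value alone, here or for the sets below. RLE and upper-quartile scaling gave medians of −2.78 and −2.75 with 27 called lower each, which argues against the choice of scaling as the cause. The same 29 genes had risen in Sen(IR) against Prol (27 higher, median 2.02), although this rise did not pass the estimated correlation (0.124). Compared with Prol, the UK5099 libraries had 7 of the 29 lower, 10 higher and 12 not called, with a median of 0.13. IFNB1, looked up after the set result was seen, had at most 3 counts in every library. A lower interferon response of the treated senescent cells is a candidate explanation that a measurement of secreted interferon could test. With CTPI2 the median was −0.39, with IFI6 (−0.68) and MX1 (−0.56) called lower, but this passed neither fry (0.0821) nor the estimated correlation (0.0767), and without Sen(IR) replicate 1 the median was −0.17. In the direct comparison, 27 of the 29 were lower with UK5099 than with CTPI2 (median −2.36).

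NRF2 target genes stood out with both inhibitors. With UK5099, 11 of 17 were called higher and 1, AKR1B10, lower, with a median of 0.85 (6.78e-15 with camera, 3.34e-09 with fry, 0.00115 with the estimated correlation). The median was 0.99 after the length and GC trend was subtracted, 0.85 in thinned libraries, 0.98 among members without a shared exon and 0.71 without the near-identical AKR1C genes, all of which argue against these technical causes. Relative to all genes it was 0.84, which alone leaves the scaling open. RLE and upper-quartile scaling gave medians of 0.84 and 0.87 with 11 called higher each, which argues against the choice of scaling as the cause. Interferon-stimulated genes fell in the same comparison (median −2.77), so a shift common to all genes cannot account for both sets. With CTPI2 the median was 0.19, with 16 of 17 members positive and 1 called higher, AKR1C1 (3.41e-17 with camera, 1.76e-04 with fry, 0.00141 with the estimated correlation). Here the values were 0.20 after the length and GC trend, 0.19 in thinned libraries, 0.19 without shared exons and 0.17 without the AKR1C genes. The median was 0.19 relative to all genes, which alone again leaves the scaling open. With RLE and upper-quartile scaling it was 0.19 and 0.18, which argues against the choice of scaling as the cause. Both rises are measured against the same 3 Sen(IR) libraries, so a low level in these by chance would raise the set in both. For the small CTPI2 rise this stays open. The compounds may induce an oxidative or electrophile response, either through their targets or as chemicals. MPC1-deficient or SLC25A1-deficient senescent cells, measured the same way, could separate these. In the direct comparison, 9 of the 17 genes were higher and 1 lower with UK5099 than with CTPI2, with a median of 0.55. That comparison holds no Sen(IR) library, which argues against noise in Sen(IR) as the whole cause of the UK5099 rise. It cannot speak on the CTPI2 rise.

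Contractile genes stood out because 9 of 11 were called lower with UK5099, with a median of −1.02 (3.85e-23 with camera, 4.37e-08 with fry, 0.00558 with the estimated correlation). The median was −0.94 after the length and GC trend was subtracted, −1.03 in thinned libraries and −1.38 among members without a shared exon, so these causes do not account for it. Relative to all genes it was −1.03, which alone leaves the scaling open. With RLE scaling 9 were called lower (median −1.03) and with upper-quartile scaling 8 (−1.01), which argues against the choice of scaling as the cause. These genes were already lower in Sen(IR) than in Prol (8 of 11, with 1 higher, median −0.83; the estimated correlation gave 0.0894). With CTPI2 the median was −0.13 with 0 called, 4 at an unadjusted p under 0.05, past camera alone. A loss of a myofibroblast-like state with UK5099 is a candidate explanation, which stress-fibre staining of the same cultures could test.

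Replication-dependent histone genes stood out because 31 of 36 were called higher and 1, HIST2H2AC, lower in Sen(IR) against Prol, with a median of 2.53 (2.50 with genes at the floor at their bound), in cells that have stopped dividing (3.64e-14 with camera, 3.14e-10 with fry, 0.00248 with the estimated correlation). The median was 2.43 after the length and GC trend was subtracted, 2.48 in thinned libraries and 2.51 among members without a shared exon, which argues against these causes. Relative to all genes it was 2.51, which alone leaves the scaling open. RLE and upper-quartile scaling gave medians of 2.54 and 2.64 with 31 called higher each, which argues against the choice of scaling as the cause. Reads moved between near-identical histone genes would leave the family's sum as it was, but the summed level was 87.0 ± 7.14 CPM in Prol and 661 ± 3.82 CPM in Sen(IR) (n = 3 each), 7.59 times higher. With the inhibitors the sum was 829 ± 44.8 CPM (UK5099) and 652 ± 12.5 CPM (CTPI2). Outside S phase these transcripts may carry poly(A) tails, which a library made from poly(A) RNA would pick up. The paper does not state how RNA was selected, and the counts cannot tell a longer tail from more transcript. Reads across their 3' ends, or a ribosomal depletion library of the same RNA, could.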

How the results depend on the processing

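No test in this part was chosen after the result was seen. Where a value moved, the cause was not tested unless the setting itself shows it.

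Raising the limit on the absolute log2 fold change to 1 left 4030 genes in Sen(IR) against Prol, 1511 with UK5099, 11 with CTPI2 and 1417 between the inhibitors. With CTPI2, no filter on low counts gave 46 genes, the paper's limit on the unadjusted p gave 296 with edgeR and 230 with DESeq2, and both of the latter called 1 of the OXPHOS genes. The CTPI2 gene sets past the threshold fell from 12 to 5 with fry and to 5 with the estimated correlation. Apart from fits without 1 library (next paragraph), the other settings left these counts within 1.5 times the reported ones, and the count of 0 cell-cycle genes with CTPI2 was the same in every setting. Upper-quartile scaling moved the median log2 fold change of all genes in Sen(IR) against Prol by 0.121, from 0.0139 to 0.135, and the share of called genes that were higher from 52.5 to 61.7%.

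Fits that each left out a library gave 7387 to 7709 genes in Sen(IR) against Prol, 3113 to 3352 with UK5099, 15 to 21 with CTPI2 (15 without Sen(IR)+CTPI2 replicate 2 and 16 without Sen(IR) replicate 3) and 2943 to 3171 between the inhibitors. They gave 29 to 30 SASP genes of Fig. 2e, 8 to 9 of Fig. 4j, 12 to 13 cell-cycle genes with UK5099, 0 to 0 cell-cycle and 0 to 0 OXPHOS genes with CTPI2, and 15 to 17 gene sets with UK5099 and 9 to 12 with CTPI2.

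Among the named genes and the gene sets past camera, directions reversed for 3 results. The median of the OXPHOS mitochondrial subunits with CTPI2 was 0.0353 without Sen(IR)+CTPI2 replicate 3 (from −0.164 to 0.0353 over the 6 fits that each left out a library). The CDKN2A log2 fold change, Sen(IR)+UK5099 against Sen(IR), was −0.0318 without Sen(IR) replicate 1 and −0.0283 without Sen(IR) replicate 2 (from −0.0318 to 0.275). The CDKN2A log2 fold change, Sen(IR)+CTPI2 against Sen(IR), was 0.0832 without Sen(IR)+CTPI2 replicate 1, 0.0634 without Sen(IR)+CTPI2 replicate 3 and 0.187 without Sen(IR) replicate 3 (from −0.238 to 0.187). Among the 82 results for named genes, 8 changed in at least 1 setting (4 weaker, 2 stronger, 2 reversed), and among the 37 set results past camera, 15 became weaker, 1 of which also reversed.

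With a replicate block in the fit, there were 7649 genes changed in Sen(IR) against Prol, 3360 genes changed in Sen(IR)+UK5099 against Sen(IR), 25 genes changed in Sen(IR)+CTPI2 against Sen(IR), 3204 genes changed in Sen(IR)+UK5099 against Sen(IR)+CTPI2, 29 and 9 SASP genes, 13 cell-cycle genes with UK5099, 0 cell-cycle and 0 OXPHOS genes with CTPI2, and 16 and 12 gene sets. The libraries carry numbers, but residuals of same-numbered libraries of different groups correlated across genes at −0.0511 to 0.0423, with 0 of 18 pairs over 0.1, so the numbers gave no sign of pairing.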

Differences from the paper's values

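No test in this part was chosen after the result was seen, but the scale of the RNA-seq values relative to TBP, the paper's reference gene for human RT-qPCR, was chosen after the values were seen. The paper's values are RT-qPCR folds of senescent over proliferating cells from other samples of the same kind. Of 10 such values read from the figures, 3 differed relative to TBP and are given below. Those of IL6, CXCL8, CDKN1A, SLC25A1, MPC1, MPC2 and ACLY did not differ by over 1.5 times, nor did they in any of the 9 alternatives. All 9 kept the TBP scale, so they cannot test that choice. Without TBP, values lay further off for IL6 (41.0 against 75), CXCL8 (141 against 240), ACLY (1.10 against 2.1) and MPC1 (0.902 against 1.5). They lay nearer for MPC2 (1.46 against 1.5), SLC25A1 (1.55 against 1.8) and CDKN1A (3.35 against 3.8).

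IL1B rose 52.1-fold relative to TBP in Sen(IR) against Prol (35.6-fold without it), where the paper shows about 95 in Fig. 4d, read by eye. None of the 9 alternatives set before the data were examined closed the gap, and their values ran from 46.3 to 58.6. CCL2 rose 20.0-fold (13.7-fold without TBP), where the paper shows about 33 in Fig. 4e, read by eye. Of the 9 alternatives set before the data were examined, only the fit without Prol replicate 2 brought the values within 1.5 times of each other, at 22.3-fold, still below the paper's. CDKN2A, whose gene-level count holds p16 and ARF together, stood at 0.789 of its Prol level relative to TBP (0.539 without it), where the paper shows p16 at about 1.9 in Fig. 4f, read by eye. None of the 9 alternatives set before the data were examined closed the gap, and their values ran from 0.669 to 0.869.

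The paper finds proliferation genes unaltered by the MPC inhibitor in Fig. 2g, whereas 13 of the 36 genes read from that panel were called lower here and 0 higher. The alternatives set before the data were examined gave 9 to 17 genes. The paper finds more p16 transcript in senescent cells, whereas the log2 fold change of CDKN2A, p16 and ARF together, was −0.89. The paper finds MPC1 and ACLY transcripts raised in senescent cells. Here MPC1 changed by −0.15 and ACLY by 0.14, a rise of ACLY beyond the replicate spread but under the fold-change limit, so neither was called, while relative to TBP, a scale chosen after the values were seen, the folds were 1.32 and 1.61. MPC1 moved to −0.09 without Sen(IR) replicate 2 or Prol replicate 3, and to −0.23 without Sen(IR) replicate 3.

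Of the genes in Fig. 2e, MMP14, TNFAIP1 and CXCL14 were not called lower. CXCL14 had an unadjusted p under 0.05, so it passes the paper's limit on the unadjusted p, and with that limit 30 of the 32 genes were called. The fit of only the 2 groups also gave 30. Of the 19 genes in Fig. 4j, 9 were called, against 11 with the paper's limit on the unadjusted p with edgeR or DESeq2, and 10 with DESeq2 and adjusted p, with no filter on low counts or with only the 2 groups in the fit. The 2 genes that the paper's limit adds with edgeR, named after the values were seen, are CXCL2 (−0.80, unadjusted p 0.00142) and IL1A (−0.63, unadjusted p 0.0306).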

Other observations

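Some tests were chosen only after the result was seen. They were the set medians relative to all genes, the strand of mitochondrial genes and TBP as reference. The direct comparison of the inhibitors for genes called with CTPI2 was another.

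Regrouping the libraries shows what 3 against 3 can tell. For the genes changed in Sen(IR) against Prol, with UK5099 and between the inhibitors, 1 of the 10 splits of the 6 libraries gave as many, the real one, and the other splits gave 0. For the 27 genes changed with CTPI2, 1 of the 10 splits gave as many, and for the SASP genes of Fig. 2e, those of Fig. 4j and the cell-cycle genes with UK5099, 1 of the 10 splits likewise, each time with 0 in the others. For the cell-cycle genes and the OXPHOS genes with CTPI2, all 10 of the 10 splits gave 0. For the gene sets, 1 of the 10 splits gave as many with UK5099 (16, and up to 15 in the others) and with CTPI2 (12, and up to 8). With 10 splits the share cannot fall below 0.1, so this count alone can neither exclude chance nor speak for it.

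The proliferation genes that UK5099 lowered (median −1.37) kept their fall after the length and GC trend was subtracted (−1.30), in thinned libraries (−1.41) and among members without a shared exon (−1.47). Relative to all genes it was −1.38, but TMM had already centred these, so this value alone leaves the scaling open. RLE and upper-quartile scaling gave medians of −1.38 and −1.36 with 20 called lower each, which argues against the choice of scaling as the cause. Loss of a small share of still cycling cells would lower every gene by the same fraction of its Prol level. The genes implied a lost share of −3.17 to 12.4% (median 4.25%), and 11 of the 25 missed the level predicted from that median by over 2 SD (4 above, 7 below), while 5 predicted levels were below 0. The prediction takes the cycling cells to have the Prol profile, which was not measured, so a loss of such cells stays open. A deeper repression of proliferation genes by UK5099 is a candidate explanation, and counts of EdU-positive cells in the sequenced cultures could test it.

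Mitochondrial transcripts moved both ways with UK5099. MT-TP (2.71) and MT-ND6 (1.47) are on the reverse strand, whose 9 genes had a median of 1.00 (5 called higher and 1 lower) against 0.36 for the 22 genes on the forward strand (4 higher, 2 lower). The genes called lower, named after the values were seen, were MT-TY (−1.23) on the reverse strand and MT-TF (−1.08) and MT-CO3 (−0.67) on the forward strand. The difference of 0.64 had a two-sided permutation p of 0.0219 (100000 resamples, 31 genes, which are not independent replicates). Among the 18 tRNA genes alone the difference was 0.16, so the strand and the short length of the tRNA genes cannot be told apart with so few genes. The OXPHOS mitochondrial subunits had 3 genes higher and 1 lower with UK5099 (median 0.23, camera 0.0162, fry 0.0384, estimated correlation 0.529), and without Sen(IR) replicate 3 camera gave 0.0521. Strand-specific RT-qPCR of MT-ND6 and its antisense could test a change of reverse-strand transcription, which may be one reading.

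MPC1 and ACLY were not called higher in Sen(IR), ACLY with a rise under the fold-change limit (0.14), while TBP itself changed by −0.55 (SE 0.112, −0.44 without Prol replicate 3). Relative to TBP the smaller of their log2 fold changes was 0.40, which may reflect the reference gene, but TBP was one of several common reference genes, picked after the values were seen, that moved: HPRT1 by −1.01, ACTB by −1.24, PPIA by −0.66, RPLP0 by −0.72 and GUSB by −0.54, against −0.05 for GAPDH, 0.13 for PGK1, 0.44 for TFRC and 0.79 for B2M. The counts give levels relative to the library, so a change in total RNA per cell cannot be told apart from this. Of the other carriers and enzymes the paper follows, MPC2 changed by 0.55 (0.48 without Prol replicate 2), SLC25A1 by 0.63 and ACSS2 by 0.43 (0.52 without Prol replicate 2) in Sen(IR), and HMGB1 by −1.96. With UK5099, MPC1 changed by 0.35, SLC25A1 by 0.23 and ACLY by −0.26.

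The same 3 Sen(IR) libraries serve both inhibitors, which alone makes their changes correlate. In 20 simulations without any effect of the inhibitors, the correlation across genes between the UK5099 and CTPI2 changes was 0.492 to 0.548, and it was 0.293 in the data. Between the Sen(IR) and UK5099 changes the simulated values were −0.548 to −0.502, and the data gave −0.0781. Both data values lie outside the simulated range on the side nearer 0, so these correlations cannot tell a shared effect from the shared libraries. Of the 100 genes with the smallest p for CTPI2, 93 moved alike with UK5099, within the 89 to 98 simulated, which is consistent with shared libraries. The 27 genes called with CTPI2, against at most 1 in a simulation, were all called in the same direction with UK5099. A comparison of UK5099 with CTPI2 libraries holds no Sen(IR) library, so noise in Sen(IR) would leave it near 0. All 24 genes lowered by both were lower with UK5099 in that comparison too (by at least 0.81 on the log2 scale, largest edgeR adjusted p 0.0161). This argues against noise in Sen(IR) as the whole cause of their falls with UK5099. Their median was −5.73 with UK5099 and −0.79 with CTPI2, so the comparison cannot tell whether the smaller CTPI2 falls were such noise. Only the simulated call counts bear on those. For the 3 raised genes, of which 1 differed, an effect of the shared libraries cannot be told apart with so few genes. Whether the inhibitors act through a common route was not tested.

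UK5099 brought many SASP genes to or below their level in proliferating cells. Against Prol, 11 of the 32 genes of Fig. 2e were lower, 4 higher and 17 not called (4 of them at the floor in both groups), with a median of −0.36, and 13 lay below every Prol library. The largest rises with UK5099 were those of MT-TP, MTARC1 (2.57, with 5.94% of exon bases shared with another gene), SLC16A9 (2.44), HMOX1 (2.19) and GUCY1B1 (2.17). Outside the SASP, EME1 was called lower with CTPI2 at −1.14 (edgeR adjusted p 0.00930, 16.42% of exon bases shared with LRRC59), a call lost without Sen(IR)+CTPI2 replicate 3 (0.0722) or Sen(IR) replicate 1 (0.0841). CTPI2 also lowered C3 (−0.61, 11.72% shared), TNFSF18 (−0.63) and IL11 (−0.67). GDF15, which the paper follows in mouse heart, changed by −1.26 with UK5099 and −0.22 with CTPI2 (edgeR adjusted p 0.531).

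The gene sets not described elsewhere moved as follows with UK5099. Matrix metalloproteinases had 5 genes lower and 2 higher of 13 (median −0.22), IGF-binding proteins 3 lower of 6 (−0.58), fibroblast growth factors 7 lower of 10 (−1.11), collagens 18 lower and 2 higher of 29 (−0.83), histones 2 lower and 6 higher of 36 (0.13) and OXPHOS nuclear subunits 1 lower of 80 (ATP5MC1, median −0.13). Sterol synthesis genes had 5 higher of 22 (0.13), fatty acid synthesis genes 2 higher of 12 (0.000926, which turns to −0.00521 with RLE scaling), ATF4 targets 14 lower and 2 higher of 21 (−0.75), AHR targets 1 lower and 1 higher of 5 (0.19), p53 targets 3 lower and 1 higher of 22 (−0.08), glycolysis genes 10 lower and 1 higher of 19 (−0.51) and TCA cycle genes 1 lower and 1 higher of 24 (−0.09). Collagens, sterol synthesis, ATF4 targets and glycolysis passed camera and fry but not the estimated correlation. The paper reports more lactate with UK5099, while transcripts of glycolysis went down here.

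With CTPI2, 0 genes of these sets were called. Collagens had 14 genes at an unadjusted p under 0.05 (median −0.20), IGF-binding proteins 3 (−0.08) and ATF4 targets 4 (−0.07, or −0.04 without Sen(IR)+CTPI2 replicate 3), and these sets passed camera but neither fry nor the estimated correlation. Not past camera were fibroblast growth factors (2 genes at an unadjusted p under 0.05, median −0.07), histones (2, −0.00933), sterol synthesis (0, 0.02), fatty acid synthesis (1, 0.04), AHR targets (2, 0.17), p53 targets (1, 0.04), glycolysis (3, −0.00136), TCA cycle (1, 0.05) and matrix metalloproteinases (2, 0.00789, which turns to −0.000830 with upper-quartile scaling). In Sen(IR) against Prol, chemokine ligands had 16 of 17 genes higher (median 7.14, or 4.50 with genes at the floor at their bound), interleukins 9 higher and 1 lower of 14 (1.10, estimated correlation 0.0894), TNF superfamily ligands 8 higher of 9 (2.37), NF-kB feedback genes 13 higher of 15 (1.69) and p53 targets 16 higher and 2 lower of 22 (1.03). Collagens had 9 higher and 10 lower of 29 (−0.12, which turns to 0.00546 with upper-quartile scaling).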
